# MEK-inhibitor-mediated rescue of skeletal myopathy caused by activating *Hras* mutation in a Costello syndrome mouse model

**DOI:** 10.1242/dmm.049166

**Published:** 2021-11-19

**Authors:** William E. Tidyman, Alice F. Goodwin, Yoshiko Maeda, Ophir D. Klein, Katherine A. Rauen

**Keywords:** Costello syndrome, Hypotonia, MEK inhibitor, Myogenesis, RASopathies, Ras/MAPK

## Abstract

Costello syndrome (CS) is a congenital disorder caused by heterozygous activating germline *HRAS* mutations in the canonical Ras/mitogen-activated protein kinase (Ras/MAPK) pathway. CS is one of the RASopathies, a large group of syndromes caused by mutations within various components of the Ras/MAPK pathway. An important part of the phenotype that greatly impacts quality of life is hypotonia. To gain a better understanding of the mechanisms underlying hypotonia in CS, a mouse model with an activating *Hras^G12V^* allele was utilized. We identified a skeletal myopathy that was due, in part, to inhibition of embryonic myogenesis and myofiber formation, resulting in a reduction in myofiber size and number that led to reduced muscle mass and strength. In addition to hyperactivation of the Ras/MAPK and PI3K/AKT pathways, there was a significant reduction in p38 signaling, as well as global transcriptional alterations consistent with the myopathic phenotype. Inhibition of Ras/MAPK pathway signaling using a MEK inhibitor rescued the *Hras^G12V^* myopathy phenotype both *in vitro* and *in vivo*, demonstrating that increased MAPK signaling is the main cause of the muscle phenotype in CS.

## Abstract (precis)

**Summary:** A Costello syndrome (CS) mouse model carrying a heterozygous Hras p.G12V mutation was utilized to investigate Ras pathway dysregulation, revealing that increased MAPK signaling is the main cause of the muscle phenotype in CS.

## INTRODUCTION

The Ras pathway is a well-studied signal transduction pathway important in oncogenesis and is essential for development (Castel et al., 2020). Ras has numerous downstream effector cascades, including the mitogen-activating protein kinase (MAPK) pathway, which is important for cell cycle progression and differentiation, and the phosphoinositide-3-kinase (PI3K; also known as PIK3) pathway, which mediates transcription and anti-apoptotic function through AKT. A group of medical genetics syndromes, known as RASopathies, has germline mutations in components of the Ras/MAPK pathway (Tidyman and Rauen, 2016). RASopathies include neurofibromatosis type 1 (NF1), Noonan syndrome (NS), NS with multiple lentigines, cardio-facio-cutaneous syndrome (CFC), Legius syndrome and Costello syndrome (CS), which collectively represent one of the most common groups of congenital syndromes (Rauen, 2013).

CS is a complex developmental disorder caused by activating heterozygous germline *HRAS* (encodes Harvey rat sarcoma viral oncogene homolog) pathogenic variants (Aoki et al., 2005; Estep et al., 2006). Individuals with CS are born with multiple congenital anomalies, including dysmorphic craniofacial features, cardiac abnormalities, failure to thrive, ectodermal and musculoskeletal anomalies, endocrinopathy, developmental delay and a predisposition to neoplasia, most notably embryonal rhabdomyosarcoma, a tumor of muscle precursor cells (Rauen, 2007). The vast majority of CS individuals harbor a HRAS p.G12S missense mutation, with HRAS p.G12A being the second most common. Rarer pathogenic variants are also seen, including HRAS p.G12V that may be associated with a severe phenotype and is usually incompatible with life (Quezada and Gripp, 2007).

Clinical hypotonia and muscle weakness are universal features in all CS individuals that greatly impact quality of life. CS exhibits the highest degree of skeletal muscle weakness among all the RASopathies (Stevenson et al., 2012). Hypotonia is present at birth, with most individuals having feeding issues. In childhood, motor skills are delayed, muscle weakness and hypotonia persist and a paucity of muscle mass on physical examination is typical. In adulthood, skeletal muscle strength never normalizes to that of the general population, and muscle mass remains decreased throughout life (Gripp et al., 2019). Little is known regarding the myopathy in CS. Muscle biopsies from CS individuals have shown excess muscle spindles (van der Burgt, 2007; de Boode et al., 1996; Selcen et al., 2001), and we reported that skeletal muscle biopsies from CS patients showed excessively small skeletal muscle fibers with a type 2 myofiber predominance (Tidyman et al., 2011).

The role of the Ras/MAPK pathway in skeletal myogenesis has gained importance as a major regulatory component of muscle development, yet its role and how it interacts with other signaling pathways to regulate these processes in a coordinated manner during development is largely unknown. Myogenesis is the process of muscle formation that begins with the commitment of myogenic precursor cells (MPCs) to the myogenic lineage, which is characterized by expression of the transcription factor Pax7 (Buckingham et al., 2006). MPCs subsequently become myoblasts, which continue to proliferate and migrate into the developing musculature (Buckingham et al., 2003). Proliferating myoblasts begin to differentiate by exiting the cell cycle and subsequently fuse to form multinucleated myotubes, or immature muscle fibers/myofibers. During late embryonic and post-natal development, myotubes mature, cluster and hypertrophy, forming mature muscle fibers [for a review, see Bentzinger et al. (2012)]. The embryonic myogenic process and subsequent maturation of muscle is controlled by two classes of muscle-specific transcription factors; the first class consists of the muscle regulatory factors (MRFs) and the second class includes the myocyte-enhancer factor-2 (Mef2) proteins (Black and Olson, 1998; Tapscott, 2005). MRFs, which include MyoD (also known as MYOD1), Myf5, myogenin and MRF4 (also known as MYF6), dimerize with the ubiquitous E proteins (E12 and E47) to activate muscle-specific gene transcription (Maleki et al., 1997). The expression of MyoD and Myf5 in MPCs initiates specification and begins the differentiation process. MyoD is considered to be the key regulator of this process and binds to tens of thousands of genomic locations in muscle, suggesting the potential for broad cellular reprogramming (Cao et al., 2010). During fusion, myogenin and MRF4 are expressed, along with the Mef2 class of transcription factors: Mef2a, Mef2b, Mef2c and Mef2d (Black and Olson, 1998). Both MRF and Mef2 transcription factors act cooperatively to control muscle-specific gene expression during differentiation, during muscle development and in maintaining the skeletal muscle phenotype (Bentzinger et al., 2012; Molkentin and Olson, 1996). Decreased Ras/MAPK pathway activity is also associated with differentiation (Bennett and Tonks, 1997; Heller et al., 2001). However, following myoblast differentiation, Ras/MAPK activity increases and appears to be necessary for continued myotube formation and survival (Li and Johnson, 2006). Ras/MAPK activity is required for the expression of numerous muscle-specific genes during muscle development that are essential for hypertrophic growth (Jo et al., 2009; Scholz et al., 2009; Wu et al., 2000). Although Ras/MAPK pathway activity is necessary, its distinct role in regulation of muscle growth and development remains to be fully elucidated. Of note, several studies have implicated hyperactivation of the Ras/MAPK pathway with the development of skeletal muscle wasting in cancer (Penna et al., 2010; Prado et al., 2012).

A few mouse models have explored the effect of activated Ras/MAPK on skeletal muscle development, including a mouse model for NF1 (Brannan et al., 1994; Kolanczyk et al., 2007), a homozygous knockout model for *Dusp1* (Shi et al., 2010), a mouse model with a homozygous knockout of both *Spry1* and *Spry2* (Michailovici et al., 2014), a cancer mouse model that carries multiple genomic copies of human oncogenic HRAS (Tsuchiya et al., 2005) and, most recently, a mouse model of CFC harboring an intermediate-activating *Braf* allele (Maeda et al., 2021). All of these models demonstrated disrupted muscle development to varying degrees. Mouse models for CS have been developed, but none have examined the skeletal muscle phenotype (Chen et al., 2009; Oba et al., 2018; Schuhmacher et al., 2008). The CS *Hras^G12V^* mouse model has a heterozygous *Hras^G12V^* allele that remains under the control of its endogenous promoter (Chen et al., 2009) and phenocopies the human condition, including low birth weight with reduced survival, craniofacial dysmorphia, cardiac anomalies, hypertension and neoplasia. Based on the marked skeletal muscle weakness in CS individuals, CS provides a powerful and unique model for studying how germline Ras dysregulation in development disrupts skeletal myogenesis. In this study, the *Hras^G12V^* CS mouse model was used to examine skeletal muscle development in the context of Ras/MAPK pathway dysregulation in CS.

## RESULTS

### *Hras^G12V^* mice have decreased skeletal muscle mass and strength

To assess the effect of Ras/MAPK pathway dysregulation on skeletal muscle development in CS, a mouse model that contains a heterozygous Hras p.G12V mutation was utilized. As previously described, the CS *Hras^G12V^* mouse model contains a Cre-inducible heterozygous Hras c.35G>T transversion in codon 12 that results in a glycine (G) to valine (V) amino acid substitution (Chen et al., 2009). *Hras^G12V^* mice were noticeably smaller at birth compared to wild-type (WT) littermates and exhibited multiple dysmorphic craniofacial features including a shorter, blunt snout and a rounded cranium (Chen et al., 2009; data not shown). The most prominent phenotypic feature of the *Hras^G12V^* mouse was a dramatic reduction in the overall musculature and subcutaneous fat compared to WT littermates (Fig. 1A). A representative comparison of *Hras^G12V^* and WT at 1 month of age depicted this difference. *Hras^G12V^* mice averaged ∼65% of the weight of the WT mice at 1 month (Fig. 1B). The reduction in muscle size between *Hras^G12V^* and WT was also clearly observed in neonatal mice at 5 days of age (Fig. 1C). Cross-sectional areas of the extensor digitorium longus (EDL) and tibialis anterior (TA) muscles from 5-day-old *Hras^G12V^* mice were ∼65% and ∼67% of the size of the corresponding WT EDL and TA muscles, respectively (Fig. 1C). Additionally, the average weight of the triceps muscle from 1-month-old *Hras^G12V^* mice was significantly lower, 56% of the weight of the WT triceps (Fig. 1D). Comparison of the triceps weight to body weight revealed that the percentage of body weight that the triceps comprised was significantly reduced in the *Hras^G12V^* mouse, at 0.28% compared to ∼0.34% in the WT (Fig. 1E). Thus, the reduction in body weight of the *Hras^G12V^* mice was, in part, due to a reduction in overall muscle mass.

**Fig. 1.**
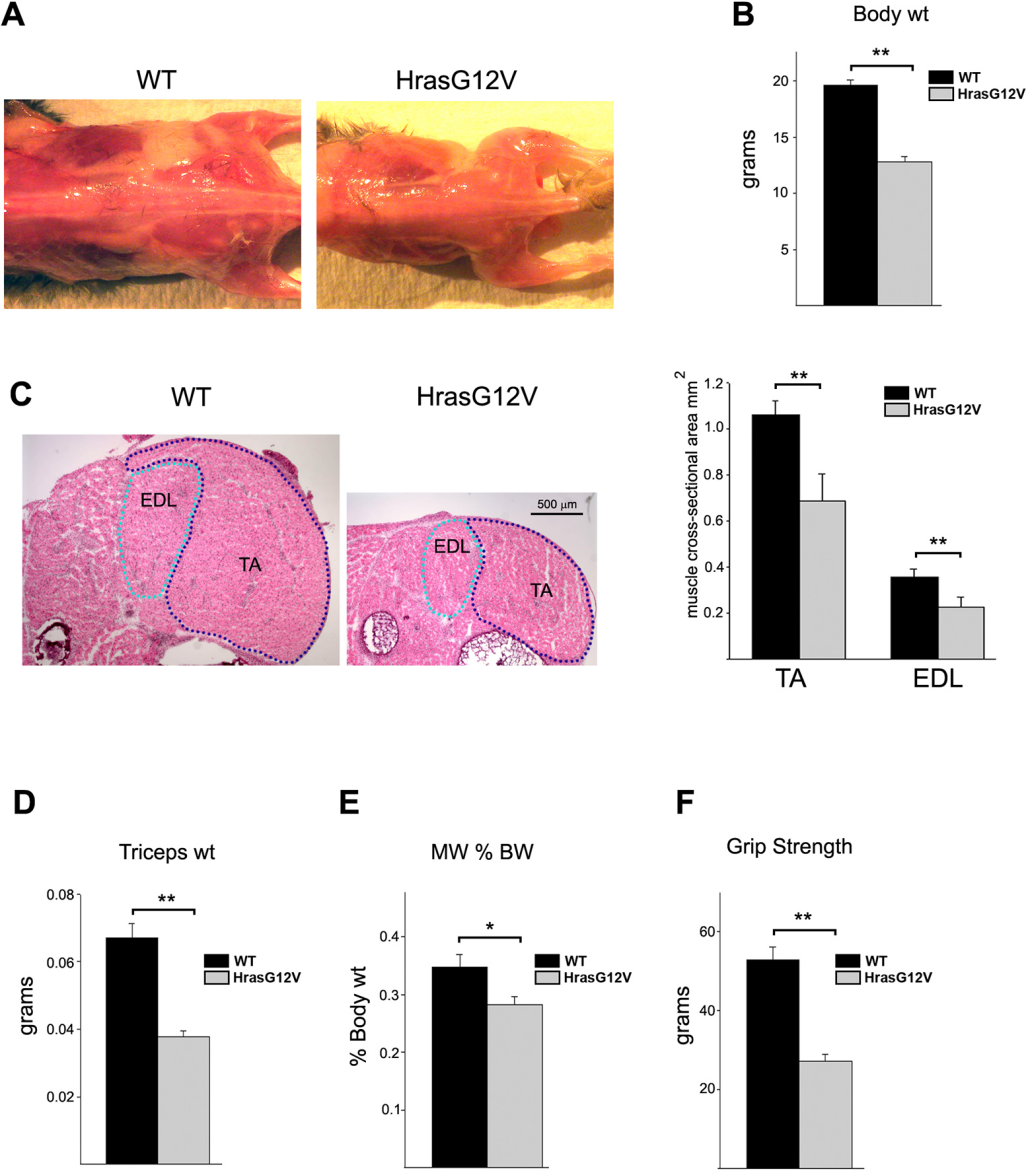
**Examination of the skeletal muscle phenotype of Costello syndrome (CS) *Hras^G12V^* mice compared to that of WT controls.** (A,B) Representative comparison of the gross anatomy of *Hras^G12V^* and wild-type (WT) mice at 1 month of age (A) showed a marked reduction in *Hras^G12V^* musculature and subcutaneous fat, with the average body weight of the mutant mouse significantly less than that of WT (*n*=19; *P*<0.01) (B). (C) H&E-stained cross-section of the lower hindlimb from 5-day-old *Hras^G12V^* and WT mice illustrated the dramatic reduction in muscle girth (5× magnification; scale bar: 500 µm) (left). The overall cross-sectional areas of the *Hras^G12V^* tibialis anterior (TA) and extensor digitorium longus (EDL) muscles were significantly smaller in the *Hras^G12V^* mice compared to WT mice (*n*=5; *P*<0.01) (right). (D,E) The average weight of the *Hras^G12V^* triceps muscle was significantly lower than that of WT triceps muscle (*n*=19; *P*<0.01) (D), with the ratio of triceps weight to body weight (MW % BW) also significantly lower in *Hras^G12V^* mice than in WT mice (*n*=19; *P*<0.05) (E). (F) Functional analysis using grip strength demonstrated significantly weaker forelimb strength in CS *Hras^G12V^* mice compared to WT controls (*n*=15; *P*<0.01). There was no significant difference between male and female WT (*n*=6, *P*=0.81) or male and female CS (*n*=7, *P*=0.56) mice (data not shown). The bars represent the mean±s.e.m. *P<0.05, **P<0.01 (unpaired Student's *t*-test).

To determine whether a decrease in *Hras^G12V^* muscle mass resulted in a corresponding functional loss in strength, muscle strength was assessed by measuring forelimb grip strength. The grip strength of the *Hras^G12V^* mouse was significantly reduced, averaging 52% of that of WT at 1 month (Fig. 1F). No significant differences were observed between male and female *Hras^G12V^* mice at 1 month with regards to body weight (data not shown), triceps muscle weight (data not shown) and strength.

### Skeletal muscle from *Hras^G12V^* mice exhibits decreased muscle fiber size and reduction in total muscle fiber number

In order to determine the primary cause of reduction in *Hras^G12V^* skeletal muscle mass and strength, the gastrocnemius muscle was histologically examined at three ages: 5-day-old neonates, 1-month-old juveniles and 3-month-old adults (Fig. 2A,B). The gastrocnemius muscle has a mixed fiber-type population and, therefore, is representative of musculature in general. Overall, Hematoxylin and Eosin (H&E) staining revealed no apparent signs of histopathology in *Hras^G12V^* muscle. There was no evidence of muscle degeneration, or regeneration, including clusters of small muscle fibers, split fibers or fibers containing centrally located nuclei. There was no indication of vacuoles, inclusions or inflammation. Histological staining of muscle revealed two marked differences between *Hras^G12V^* and WT gastrocnemius muscle at 1 month (Fig. 2C). Gomori trichrome staining showed regions of increased intracellular collagen accumulation in *Hras^G12V^* muscle compared to WT. Oil Red O staining for intramyocellular lipid revealed no evidence of lipid deposits in *Hras^G12V^* muscle, in contrast to WT muscle that showed an abundance of lipid.

**Fig. 2.**
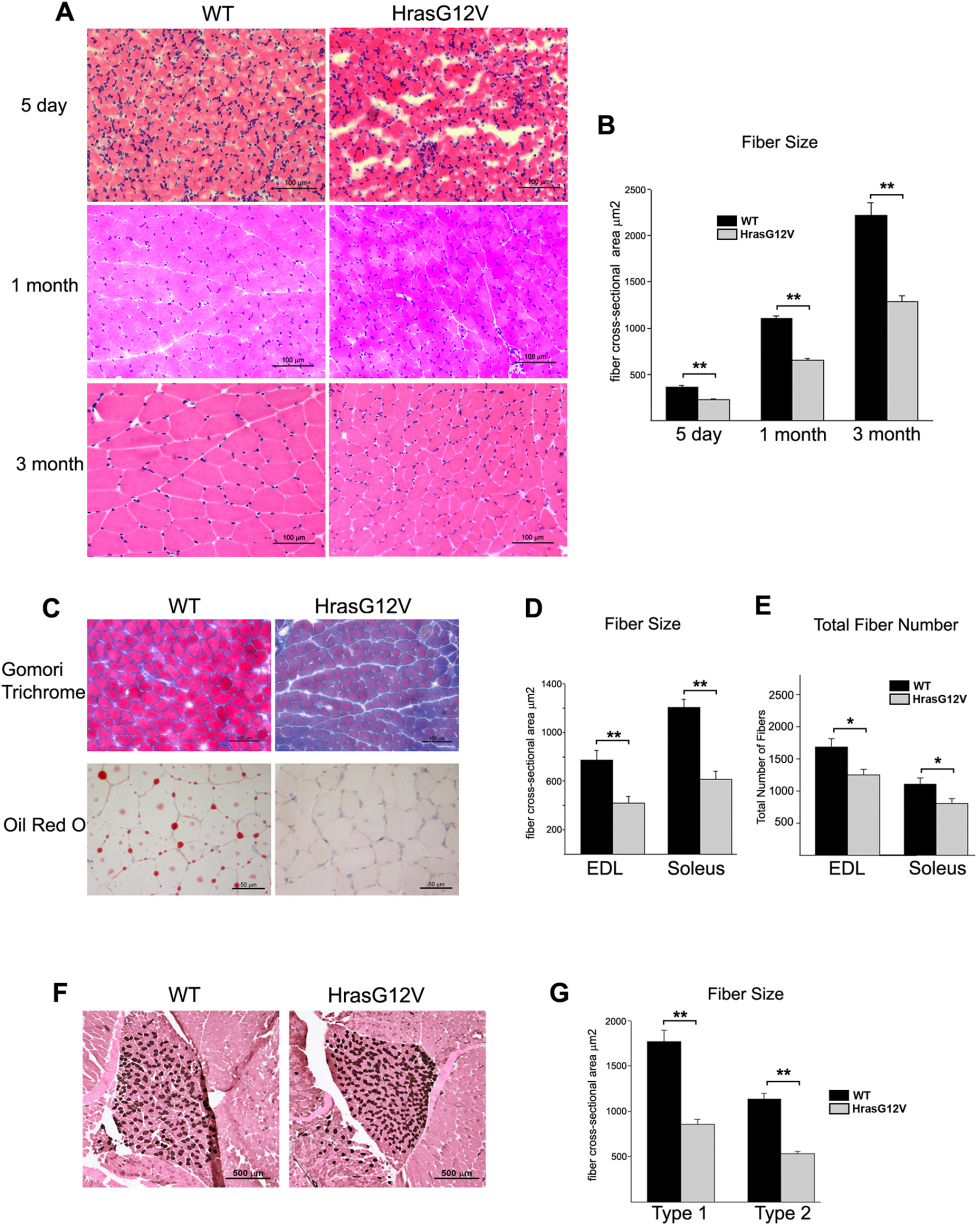
**Histological analysis of gastrocnemius muscle from CS *Hras^G12V^* and WT mice at 1 month of age.** (A) H&E-stained cross-sections of gastrocnemius muscle from 5-day-old, 1-month-old and 3-month-old *Hras^G12V^* mice showed grossly normal morphology (20× magnification; scale bars: 100 µm). (B) Myofiber cross-sectional area was significantly reduced at all three ages examined in *Hras^G12V^* mice compared to age-matched WT controls (*n*=5; *P*<0.01). (C) Gomori trichrome staining revealed excess collagen staining in the *Hras^G12V^* gastrocnemius muscle compared to WT gastrocnemius muscle (20× magnification; scale bars: 100 µm) (top row), whereas Oil Red O staining revealed a complete lack of lipid deposits in the *Hras^G12V^* gastrocnemius muscle compared to WT gastrocnemius muscle at 1 month of age (40× magnification; scale bars: 50 µm) (bottom row). (D) Examination of other muscles including the EDL and the soleus revealed that the myofiber cross-sectional area of each specialized muscle was also significantly smaller in *Hras^G12V^* mice at 1 month of age (*n*=5; *P*<0.01) (D) and had fewer total myofibers (*n*=5; *P*<0.05) (E) compared to that of WT mice. (F,G) ATPase staining at pH 4.3 for type 1 slow fibers in the soleus muscle from WT and *Hras^G12V^* mice (F; 10× magnification; scale bars: 500 µm) suggested that there was no difference between the *Hras^G12V^* and WT type 1 and type 2 fiber counts; moreover, myofiber size analysis showed that both type 1 and type 2 fibers were equivalently reduced in size (G) in the *Hras^G12V^* soleus muscle compared to WT soleus muscle (*n*=5; *P*<0.05). The bars represent the mean±s.e.m. *P<0.05, **P<0.01 (unpaired Student's *t*-test).

The most striking histopathologic difference between *Hras^G12V^* and WT skeletal muscle was that *Hras^G12V^* myofibers were significantly and uniformly smaller in diameter at the three ages examined, measuring ∼60% of the myofiber size of WT controls in cross-sectional area (Fig. 2A,B). The significant reduction in *Hras^G12V^* muscle fiber size was consistent and represented the dominant distinguishing phenotypic feature between *Hras^G12V^* and WT muscle examined. However, the reduction in the muscle mass in the *Hras^G12V^* mouse was due not only to a reduction in the cross-sectional area of myofibers, but also to a reduction in the total number of muscle fibers. The EDL muscle, consisting predominantly of fast-glycolytic myofibers, and the soleus muscle, consisting predominantly of slow-oxidative myofibers (Freitas et al., 2002), were also examined at 1 month of age (Fig. 2D,E). Both muscles showed a significant reduction in overall myofiber size equivalent to that measured in the gastrocnemius. The *Hras^G12V^* EDL and soleus myofiber cross-sectional areas averaged 54% and 52%, respectively, of the size of their WT counterparts (Fig. 2D). Moreover, the total numbers of muscle fibers present at the widest point of muscle girth in *Hras^G12V^* EDL and soleus were significantly decreased, 24% and 22% fewer fibers, respectively, compared to WT controls (Fig. 2E).

Fiber-type analysis by ATPase staining for type 1 (slow), type 2A (fast-oxidative) and type 2B (fast-glycolytic) fibers revealed no significant alterations between *Hras^G12V^* and WT soleus (Fig. 2F) and gastrocnemius muscle (data not shown) at 1 month of age. However, the question of whether the reduction in overall myofiber size impacted both type 1 and type 2 fibers equally was addressed. The cross-sectional area of the type 1 fibers of the soleus muscle in the *Hras^G12V^* mice averaged 54% of the cross-sectional area of the same fibers in the WT (Fig. 2G). Similarly, the type 2 fibers in the *Hras^G12V^* soleus were ∼55% of the size of the type 2 fibers in WT soleus. Therefore, the reduction in fiber size caused by the *Hras^G12V^* mutation was equivalent in both type 1 and type 2 muscle fibers.

### The *Hras^G12V^* mutation inhibits myogenesis during embryonic development

In order to identify the mechanisms that account for the effect of the *Hras^G12V^* mutation on embryonic skeletal myogenesis, the expression of several muscle transcription factors was assessed in developing muscles at embryonic day (E)14.5. The expression of Pax7, a marker for proliferation, and the expression of MyoD and myogenin, which are markers of muscle differentiation, were examined in cross-sections of the lower hind leg in EDL and TA muscles at E14.5. The expression of Pax7 was significantly greater in the *Hras^G12V^* muscle compared to WT muscle (Fig. 3A). The *Hras^G12V^* mouse EDL muscle had 29% more Pax7-expressing cells than WT EDL muscle. Likewise, the *Hras^G12V^* TA muscle had ∼23% more Pax7-expressing cells than WT TA muscle (Fig. 3A). In contrast, MyoD, which is initially expressed during myoblast differentiation, was expressed at significantly lower levels in *Hras^G12V^* muscle compared to WT muscle (Fig. 3B). The EDL and TA muscles in the *Hras^G12V^* mouse had 71% and 67% as many MyoD-expressing cells as did the WT EDL and TA muscles. Similarly, myogenin, which is initially expressed during myoblast differentiation and myofiber formation, also had significantly reduced expression in the *Hras^G12V^* muscle compared to WT muscle (Fig. 3C). The *Hras^G12V^* EDL muscle had only 64%, and the TA muscle 70%, of the number of myogenin-expressing cells as the EDL and TA muscles from WT embryos, respectively. Thus, the *Hras^G12V^* muscle contained more Pax7-expressing muscle precursor cells and proliferating myoblasts and far fewer MyoD- and myogenin-expressing cells than did WT muscle, which is indicative of myogenesis inhibition during embryonic development.

**Fig. 3.**
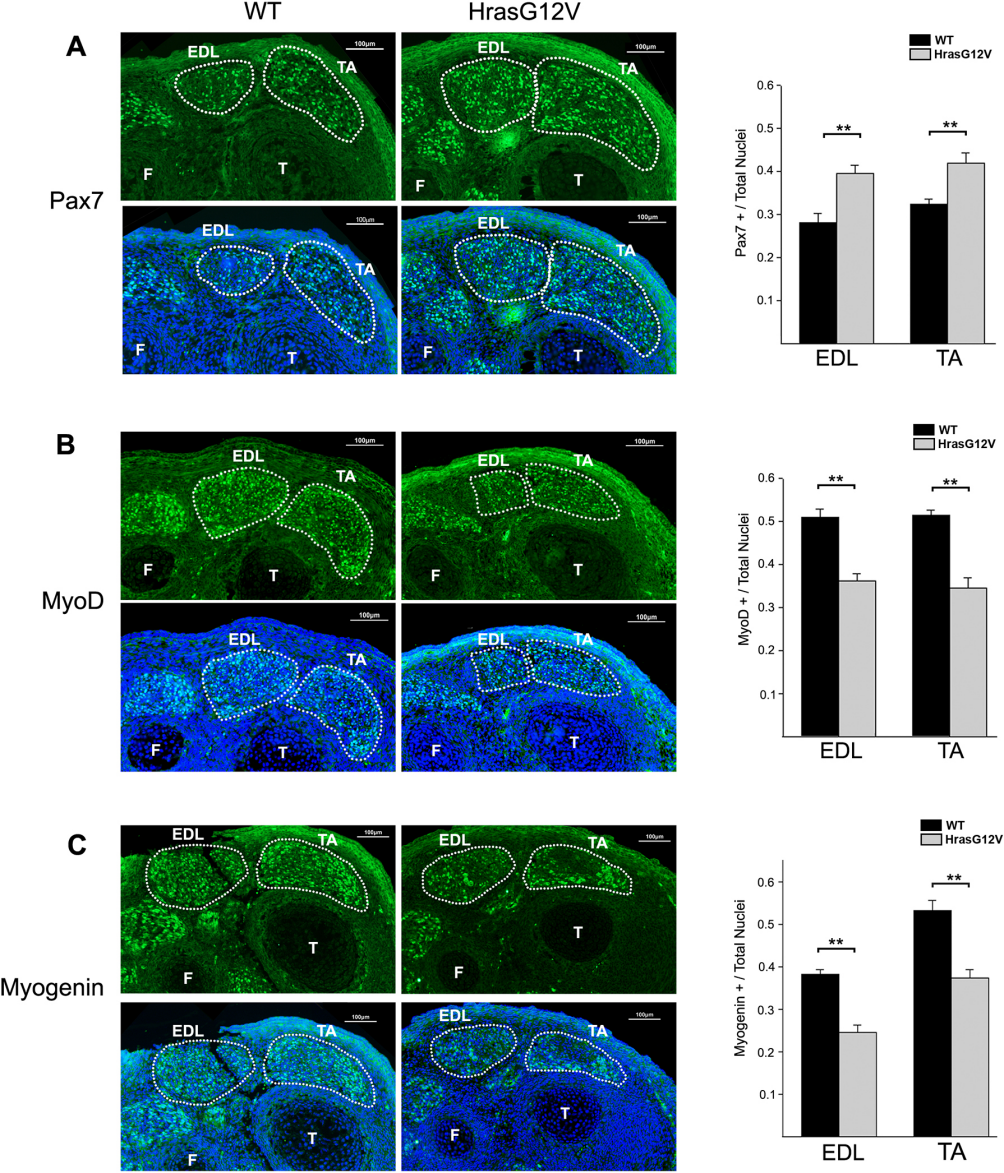
**Embryonic labeling of muscle-related transcription factors.** (A-C) At E14.5, cross-sections of the lower hindlimb from *Hras^G12V^* and WT were immunofluorescently labeled for Pax7 (A), MyoD (B) and myogenin (C) with Alexa Fluor 488 (green). The nuclei were counterstained with DAPI (blue) and merged images are shown. The final images consist of multiple high-resolution fields obtained at 20× magnification (scale bars: 100 µm). The EDL and TA muscles are outlined, with the tibia (T) and fibula (F) labeled for reference. The *Hras^G12V^* embryos had significantly more Pax7-expressing cells in both the EDL and TA muscles at E14.5 compared to WT embryos (*n*=5; *P*<0.01), while the *Hras^G12V^* embryos had significantly fewer MyoD- and myogenin-expressing cells in the EDL and TA muscles compared to WT embryos (*n*=5; *P*<0.01), as shown in the graphs on the right of the images. The bars represent the mean±s.e.m. **P<0.01 (unpaired Student's *t*-test).

### Multiple intracellular signaling pathways are dysregulated in *Hras^G12V^* skeletal muscle

To determine how the Hras p.G12V protein dysregulates skeletal myogenesis, western blot analysis of 21-day-old *Hras^G12V^* and WT gastrocnemius muscle was performed. Because Ras signals through both the MAPK and PI3K/AKT effector pathways, the signaling activities of both pathways were assessed. The *Hras^G12V^* mutation caused a significant increase in Ras/MAPK pathway activity (Fig. 4A). There was a ∼3.2-fold increase in the level of phosphorylated-ERK (pERK) relative to total ERK in *Hras^G12V^* muscle compared to WT muscle (Fig. 4B). This finding supported the hypothesis that hyperactivation of the Ras/MAPK pathway is a primary underlying cause of the skeletal myopathy caused by the *Hras^G12V^* mutation. Additionally, the activity of the PI3K/AKT pathway was assessed by determining the level of phosphorylated-AKT (pAKT) and phosphorylated-p70S6 kinase (pS6). Similar to the effect on the Ras/MAPK pathway, the *Hras^G12V^* mutation resulted in a ∼3-fold increase in the activity of the PI3K/AKT pathway, as measured by pAKT, and a ∼3.6-fold increase in the levels of pS6 relative to total S6 in the *Hras^G12V^* muscle compared to WT muscle (Fig. 4A,B). Thus, the *Hras^G12V^* mutation caused significant activation of both the Ras/MAPK pathway and the PI3K/AKT pathway in skeletal muscle.

**Fig. 4.**
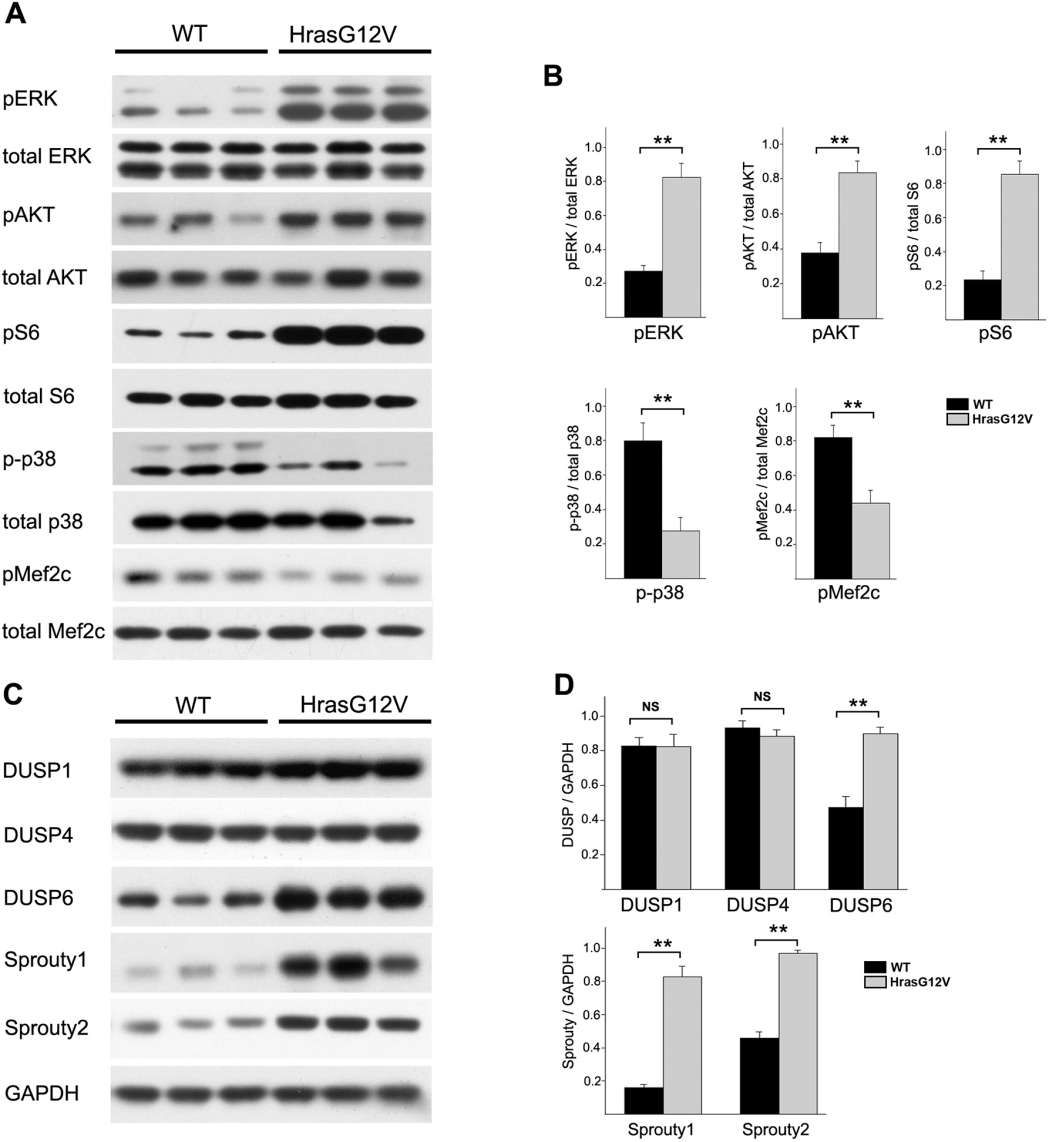
**Western blot analysis of gastrocnemius muscle from 21-day-old *Hras^G12V^* and WT mice.** (A) Western blots comparing the activities of the Ras/MAPK, PI3K/AKT and p38 intracellular signaling pathways between *Hras^G12V^* and WT mice. (B) Both the Ras/MAPK and PI3K/AKT pathways showed significant increase in signaling activity in *Hras^G12V^* gastrocnemius muscle compared to WT gastrocnemius muscle, as demonstrated by increased levels of phosphorylated-ERK (pERK) relative to total ERK and increased level of phosphorylated-AKT (pAKT) relative to total AKT, respectively (*n*=6; *P*<0.01). Likewise, there was a ∼3.6-fold increase in the levels of phosphorylated-S6 (pS6) relative to total S6 in the *Hras^G12V^* muscle compared to WT muscle (*n*=3; *P*<0.01). In contrast, the activity of the p38 MAPK pathway was significantly decreased in *Hras^G12V^* muscle compared to WT muscle, as assessed by a reduced level of phosphorylated (p-p38) compared to total p38 (*n*=6; *P*<0.01). The level of phosphorylated-Mef2c (pMef2c) was also significantly reduced relative to total Mef2c (*n*=6; *P*<0.01). (C,D) The levels of negative regulators of the Ras/MAPK pathway were also assessed by western blotting (C). The levels of Sprouty1, Sprouty2 and DUSP6 showed significant increases in the *Hras^G12V^* muscle compared to WT muscle (*n*=6; *P*<0.01), whereas the levels of DUSP1 and DUSP4 were unchanged (D). The bars represent the mean±s.e.m. **P<0.01; NS, not significant (unpaired Student's *t*-test).

In order to confirm the constitutive activation of the Ras/MAPK and PI3K/AKT pathways, the levels of negative regulators of these signaling pathways were examined. Sprouty1 (encoded by *Spry1*) and Sprouty2 (encoded by *Spry2*) are key negative regulators of the Ras/MAPK pathway. Sprouty1 showed a ∼5-fold increase, and Sprouty2 showed a ∼2.1-fold increase, in *Hras^G12V^* muscle compared to WT muscle (Fig. 4C,D). Dual specificity phosphatases (DUSPs) are also negative regulators of the Ras/MAPK pathway as well as the PI3K/AKT pathway. No significant changes were detected in the levels of DUSP1 and DUSP4 in *Hras^G12V^* muscle compared to WT muscle. However, the level of DUSP6 showed a significant ∼2.2-fold increase in *Hras^G12V^* compared to WT (Fig. 4C,D). Increases in Sprouty1/2 and DUSPs are consistent with the constitutive activation of the Ras/MAPK and PI3K/AKT pathway.

The p38 MAPK pathway, which is a key intracellular signaling pathway essential for skeletal muscle growth and homeostasis, is also a target of DUSP6 (Zhang et al., 2011). Phosphorylated-p38 (p-p38) was significantly decreased ∼2.7-fold in *Hras^G12V^* muscle compared to WT muscle (Fig. 4A,B). These data suggest that p38 pathway dysregulation may additionally play an important role in *Hras^G12V^*-mediated skeletal myopathy. Because Mef2 proteins are regulatory targets of p38, the level of phosphorylated-Mef2c (pMef2c) was assessed (Fig. 4A,B). Consistent with a decrease in p38 signaling, the level of pMef2c was significantly decreased ∼2.2-fold in *Hras^G12V^* muscle compared to WT muscle, demonstrating that HRAS activation of skeletal muscle results in dysregulation of multiple signal transduction pathways important to skeletal muscle development and homeostasis.

### The *Hras^G12V^* mutation causes global alterations in skeletal muscle transcription

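RNAseq values that the authors deposited for 6 gastrocnemius muscles, 1 library per mouse, were re-examined. The gastrocnemius is the large muscle of the calf. The *Hras G12V* group held mice 2276, 2278 and 2279 and the wild-type (WT) group held their littermates 2277, 2280 and 2281, all 21 days old, so n = 3 mice per genotype. According to the methods, RNA was made into stranded mRNA libraries and sequenced as single-end reads, TopHat mapped the reads, and Cufflinks and Cuffnorm gave an FPKM for each gene, the mapped fragments per kilobase of transcript with libraries scaled to each other. The tool versions, genome build and annotation are not given in the sources used here. Each library listed 23997 gene symbols, of which 4609 were at 0 in all 6 mice. Read counts are not among the values used here, so the depth behind each FPKM is known only as the nominal depth that the methods state. The sum of FPKM was 524385, 491045 and 547122 in WT mice 2277, 2280 and 2281. It was 814013, 429351 and 413020 in *Hras G12V* mice 2276, 2278 and 2279. The median FPKM of the genes tested was 6.39 to 6.64 in each library, so these sums are not depths. The 10 most abundant genes held 29.9% of the sum in mouse 2276 against 18.6% to 24.2% in the other 5 libraries. From the deposited values, genes with a mean FPKM of at least 0.5 over the 6 libraries were kept (13359 genes), 0.1 was added, and the log2 values of the genotypes were compared with limma, whose estimate of each gene's spread borrows from genes of similar abundance. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM. P-values were adjusted over the 13359 genes by the Benjamini-Hochberg method. The *Hras* gene, on chromosome 7 of GRCm38 from 141189105 to 141194005 on the minus strand in the GENCODE vM21 annotation, had an FPKM of 58.8, 28.9 and 16.0 in *Hras G12V* mice 2276, 2278 and 2279 and of 36.8, 36.0 and 51.8 in the WT mice. Its log2 fold change was -0.44 (standard error 0.47, limma adjusted p = 0.797), a difference within the spread between mice. The value depended on single mice. It was -0.92 without mouse 2276, with an unadjusted limma p of 0.0298, and 0.0104 without mouse 2279. The unadjusted p was below 0.05 in 1 of the 6 sets of 5 mice. FPKM sums both alleles, so these values do not show the G12V change itself.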

To examine global alterations in gene transcription in *Hras^G12V^* skeletal muscle, RNA sequencing (RNAseq) analysis was performed using gastrocnemius muscle mRNA from three 21-day-old *Hras^G12V^* and three WT littermates. The rationale for using the gastrocnemius muscle included that (1) it is a large muscle of mixed fiber type, (2) the muscle had significant histological differences in *Hras^G12V^* compared to WT, and (3) this muscle was used in western blot analyses. Direct examination of the sequence reads validated the presence of the heterozygous expression of the *Hras^G12V^* mutation in the mutant mouse. WT *Hras* and *Hras* c.35G>T transcripts were detected in *Hras^G12V^* gastrocnemius muscle at an approximate 1:1 ratio. The *Hras^G12V^* mutation resulted in the differential expression of 1197 genes in mutant muscle compared to WT with a *P*-value of less than 0.05. Of these differentially expressed genes, there were 487 with a fold change of at least 1.5, including 207 transcripts with increased expression (Table S1) and 280 transcripts with decreased expression (Table S2). 

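With log2(FPKM + 0.1) values of 13359 genes, 1358 genes had an unadjusted limma p below 0.05 between the 3 *Hras G12V* and the 3 WT mice. After Benjamini-Hochberg adjustment, 8 genes had a limma adjusted p below 0.05. Leaving out 1 mouse at a time moved both counts, most of all for *Hras G12V* mouse 2276, without which 3979 genes had an unadjusted p below 0.05 and 1291 an adjusted p below 0.05. Without WT mouse 2277, 2280 or 2281 the number of genes with an unadjusted p below 0.05 was 635, 709 and 606. Without *Hras G12V* mouse 2278 or 2279 it was 1294 and 1537. Weighting the libraries by their estimated quality (limma's array weights) raised it to 3042, and rescaling each library to the same total FPKM lowered it to 712.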

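Of the genes with an unadjusted limma p below 0.05, 952 changed by at least 1.5-fold on the log2(FPKM + 0.1) scale, 538 with a higher and 414 with a lower level in *Hras G12V* muscle. All 8 genes with a limma adjusted p below 0.05 passed the 1.5-fold limit. MicroRNA entries made up 4 of them: *Mir7079* and *Mir3473e* were listed at 0 in all WT mice and *Mir678* had a mean of 1.22e-70 FPKM there. In the *Hras G12V* mice *Mir678*, *Mir7079* and *Mir3473e* were at 140.1 to 152, 92.2 to 466 and 8.64 to 17.6 FPKM. *Mir8104* was at 3.67 to 6.13 FPKM in WT mice and had a mean of 3.88e-06 FPKM in the *Hras G12V* mice. FPKM of transcripts this short rest on few mapped positions. The other 4 were *Chrna1*, *Chrne*, *Kcne1l* and *4930544D05Rik*. *Chrne*, the epsilon subunit of the acetylcholine receptor, was at 142 ± 67.4 FPKM (SD, n = 3) in *Hras G12V* and 12.9 ± 0.516 (SD, n = 3) in WT muscle, a log2 fold change of 3.35 (standard error 0.33, limma adjusted p = 0.044). *Kcne1l* was at 383 ± 171 FPKM (SD, n = 3) against 14.0 ± 6.14 (SD, n = 3), a log2 fold change of 4.76 (standard error 0.44, limma adjusted p = 0.041). Among genes with lower levels, *Nos1* was at 0.470, 0.521 and 1.48 FPKM in *Hras G12V* mice 2276, 2278 and 2279 and at 5.06 to 7.54 FPKM in WT mice (log2 fold change -2.85, standard error 0.42, limma adjusted p = 0.261). The other entries with the largest decreases, *Rnu73b*, *Mir6403* and *BC048679*, were less stable. *Rnu73b* and *Mir6403* were listed at 0 in mice 2276 and 2279, and the unadjusted limma p without mouse 2279 was 0.0840 for *Rnu73b*, 0.0631 for *Mir6403* and 0.0655 for *BC048679*. With each library rescaled to the same total FPKM, 291 genes were higher and 248 lower. Without *Hras G12V* mouse 2276 the counts were 1154 and 987, and without WT mouse 2277, 2280 or 2281 they were 303 and 275, 355 and 281, and 274 and 263. Lower genes outnumbered higher ones without *Hras G12V* mouse 2278, with 399 higher and 514 lower, and without mouse 2279, with 490 higher and 584 lower. The number of genes past both the adjusted p and the fold limit rose to 1165 without mouse 2276 and to 14 without WT mouse 2281.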

The global alteration in transcription between the three *Hras^G12V^* and three WT mice was visualized in a volcano plot and heatmap that highlights the consistency of transcriptional alterations between individual samples from the *Hras^G12V^* and WT mice and the overall scope of the transcriptional alterations (Fig. S1).

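Across the 13359 genes, Pearson's r of log2(FPKM + 0.1) lay between 0.918 and 0.928 for pairs of WT mice and between 0.844 and 0.879 for pairs of *Hras G12V* mice. Pairs of 1 mouse of each genotype had r between 0.851 and 0.903, so *Hras G12V* mouse 2276 was closer to the WT mice (0.893 to 0.903) than to mouse 2278 (0.844) or 2279 (0.852). The mean distance (1 minus r) between genotypes exceeded that within genotypes by 0.0210, the largest of the 10 ways to divide the 6 mice into 3 and 3 (exact permutation test, one-sided p = 0.1, the smallest p that 3 against 3 allows). Without WT mouse 2277, 2280 or 2281 it fell to 0.00559, 0.00426 and 0.00442, and in each case 2 of the 10 ways to divide the remaining 5 mice gave a value as large, the genotypes included. The first principal component, with 36.7% of the variance, set mice 2278 and 2279 apart from the other 4, and the second, with 22.1%, set mouse 2276 apart from the WT mice. From the volcano plot and heatmap of these values (Fig. S1), the paper states that individual mice of each genotype share the alterations. Its heatmap holds only genes past its p and 1.5-fold limits, whereas the correlations and components here cover all 13359 genes tested.

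**Figure D1:**
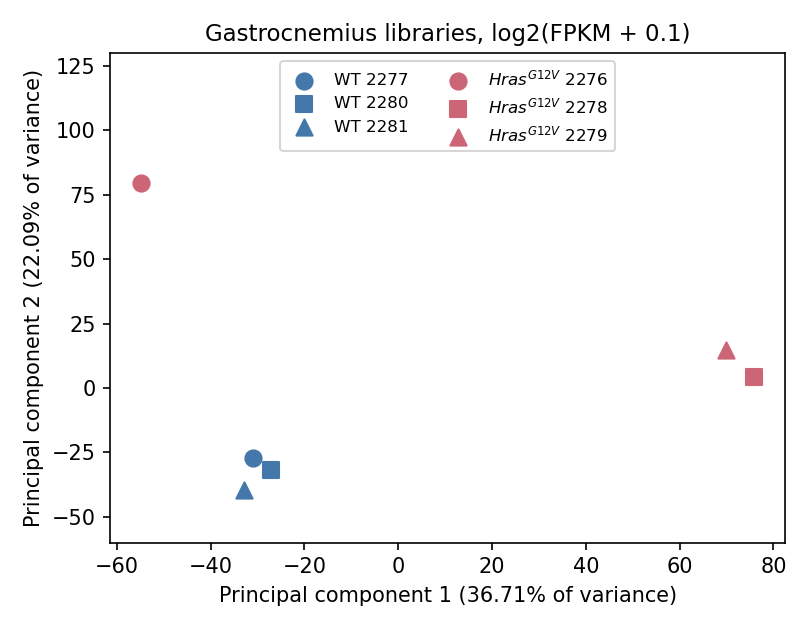
The first 2 principal components of log2(FPKM + 0.1) over 13359 genes, with 1 point per gastrocnemius library; blue marks WT and red *Hras G12V* mice. Mice 2278 and 2279 lie at 75.9 and 69.9 on the first component and mouse 2276 at -54.8, beside WT mice at -32.9 to -27.2; on the second component mouse 2276 lies at 79.6.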

In order to determine the effect of the *Hras^G12V^* mutation on intracellular signaling pathways, analysis of enriched transcripts using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database was performed on the differentially expressed genes between *Hras^G12V^* and WT (Kanehisa and Goto, 2000). The top four muscle-related KEGG pathways included (1) Ras/MAPK signaling, (2) PI3K/AKT pathway, (3) nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB) and (4) tumor necrosis factor (TNF) (Table 1). The most prominent pattern of differentially expressed genes associated with the Ras/MAPK and PI3K pathways reflected an overall trend that would act to decrease the signaling of these pathways. For example, several negative regulators of Ras signaling, including *Dok3* (encoding a scaffolding protein that sequesters Grb2), *Tbc1d10c* (encoding a RasGTPase activating protein) and *Rasa3* (encoding a RasGTPase activating protein) demonstrated increased relative expression. Likewise, several genes that are positive regulators of Ras/MAPK signaling, or components of the pathway, such as *Egf*, *Fgfl3*, *Fgfr3*, *Rasgfr2* and *Sos2*, showed decreased expression. 

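*Dok3* was at 5.09 ± 2.43 FPKM (SD, n = 3) in *Hras G12V* and 1.04 ± 0.247 (SD, n = 3) in WT muscle, a log2 fold change of 2.06 (standard error 0.43, limma adjusted p = 0.325). *Tbc1d10c* was at 8.12 ± 4.36 against 2.26 ± 0.558 FPKM, a log2 fold change of 1.65 (standard error 0.47), and *Rasa3* at 11.7 ± 2.83 against 5.13 ± 0.555 FPKM, a log2 fold change of 1.15 (standard error 0.22). For all 3 genes every *Hras G12V* mouse was above every WT mouse, an order expected of genes that the study selected on these same libraries. The levels differed among the *Hras G12V* mice. *Dok3* was at 2.29 FPKM in mouse 2276 and at 6.75 and 6.21 in mice 2278 and 2279, and *Tbc1d10c* at 3.41, 8.95 and 12.0. Transcripts of B and T cells differed in the same mice. *Cd79a* was at 26.4 and 20.9 FPKM in mice 2278 and 2279, 0.161 in mouse 2276 and 0.120 to 0.367 in WT mice, and *Cd3e* at 6.26 and 9.09, 0.225 and 0.151 to 0.304 FPKM. With each mouse left out in turn the log2 fold change stayed between 1.79 and 2.54 for *Dok3*, 1.29 and 2.18 for *Tbc1d10c* and 1.00 and 1.36 for *Rasa3*. The unadjusted limma p of *Tbc1d10c* was 0.0509 without mouse 2278 and below 0.05 in the other 5 sets of 5 mice. A covariate of B and T cell transcripts, chosen after these values were seen, left log2 fold changes of 1.09, 0.60 and 0.73, which rest on mouse 2276. All 10 genes that Table 1 lists as increased in the Ras/MAPK pathway had an unadjusted limma p below 0.05 here, with a median log2 fold change of 1.12. All 10 also passed when adjusted over the list alone, but the list was chosen on these same libraries and is no independent evidence, and 0 of the 10 passed when adjusted over all genes tested.

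**Figure D2:**
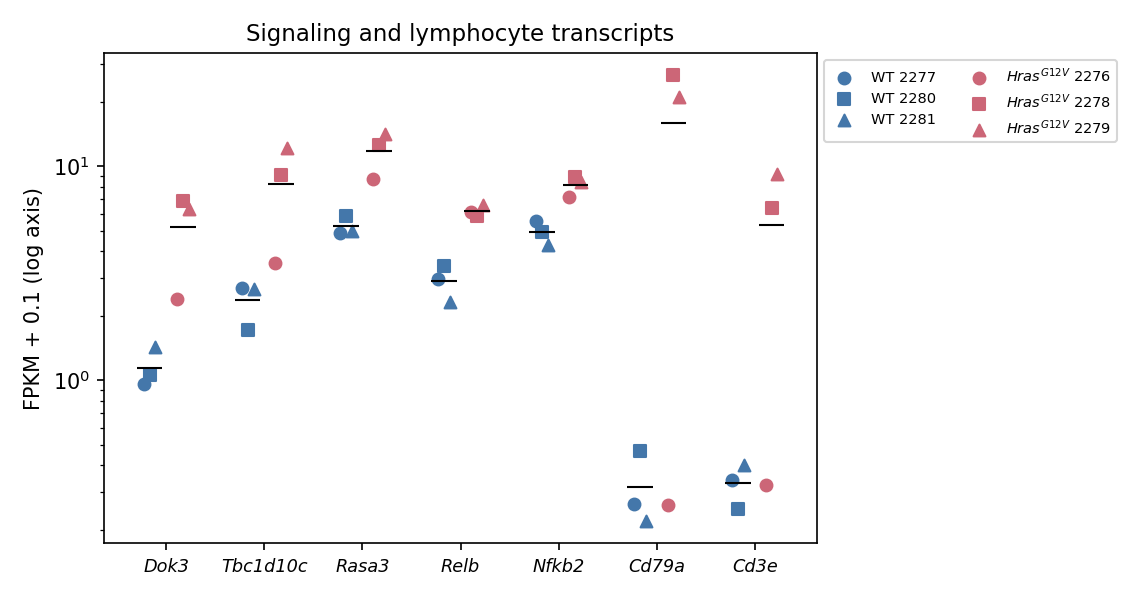
FPKM + 0.1 on a log axis for 5 signaling genes and the lymphocyte genes *Cd79a* and *Cd3e*; each symbol is 1 mouse (blue WT, red *Hras G12V*) and the black line is the mean of 3 mice. *Cd79a* and *Cd3e* are high in mice 2278 and 2279 alone, whereas *Relb* is at 5.72 to 6.49 FPKM in the 3 *Hras G12V* mice.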

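Every *Hras G12V* mouse had a lower FPKM than every WT mouse for *Egf*, *Fgf13*, *Fgfr3*, *Rasgrf2* and *Sos2*. *Egf* was at 7.44 ± 0.369 FPKM (SD, n = 3) in *Hras G12V* and 12.7 ± 0.330 (SD, n = 3) in WT muscle, a log2 fold change of -0.76 (standard error 0.13, limma adjusted p = 0.288) that stayed between -0.80 and -0.73 with each mouse left out in turn. The log2 fold changes of *Fgf13*, *Fgfr3*, *Rasgrf2* and *Sos2* were -0.60, -0.79, -0.74 and -0.65, with limma adjusted p-values of 0.378, 0.412, 0.435 and 0.446. Some of these calls depended on single mice. The unadjusted limma p of *Fgfr3* rose to 0.0552 without WT mouse 2277 and to 0.0500 without WT mouse 2281. That of *Rasgrf2* rose to 0.0642, 0.0547 and 0.0579 without WT mouse 2277, 2280 or 2281 and to 0.0500 without mouse 2278, and that of *Sos2* to 0.0598 and 0.0768 without WT mouse 2277 or 2281 and to 0.0540 without mouse 2278. Over the 13 genes that Table 1 lists as decreased in the Ras/MAPK pathway, the log2 fold changes ran from -1.01 (*Cacng7*) to -0.60 (*Fgf13*), with a median of -0.74.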

Genes with relative decreased expression associated with Ras/MAPK signaling also showed overlap with the PI3K pathway. Genes specifically associated with activation of the PI3K pathway, including the focal adhesion/integrin genes *Comp*, *Col11a2*, *Cola1* (also known as *Col1a1*) and *Col24a*, demonstrated relative downregulation. 

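*Comp*, on chromosome 8 of GRCm38 from 70373558 to 70382066, was at 6.37 ± 2.91 FPKM (SD, n = 3) in *Hras G12V* and 23.7 ± 14.4 (SD, n = 3) in WT muscle, a log2 fold change of -1.84 (standard error 0.53, limma adjusted p = 0.4). *Col11a2* had a log2 fold change of -1.69 (standard error 0.41, limma adjusted p = 0.378). *Col1a1* (551 ± 541 against 1259 ± 699.9 FPKM, log2 fold change -1.49, standard error 0.75) and *Col24a1* (1.23 ± 0.512 against 2.02 ± 0.0773 FPKM, -0.75, standard error 0.32) had unadjusted limma p-values of 0.0886 and 0.0559. For *Col24a1* every *Hras G12V* mouse was below every WT mouse, and for *Col1a1* the values overlapped, from 211 to 1175 FPKM in *Hras G12V* and from 688 to 2039.7 FPKM in WT mice. All 11 genes that Table 1 lists as decreased in the PI3K/AKT pathway were lower in *Hras G12V* muscle, 10 of them with an unadjusted limma p below 0.05. Without mouse 2278 the unadjusted p of *Col1a1* was below 0.05, the only one of the 6 sets of 5 mice in which it was. That of *Col24a1* was 0.0495 without mouse 2276, 0.0177 without mouse 2278 and above 0.05 in the other 4 sets.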

Importantly, KEGG analysis identified numerous relatively increased transcripts in the NFκB and TNF pathways associated with apoptosis and skeletal muscle atrophy in *Hras^G12V^* muscle compared to WT muscle.

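*Relb* was at 6.07 ± 0.392 FPKM (SD, n = 3) in *Hras G12V* and 2.81 ± 0.556 (SD, n = 3) in WT muscle, a log2 fold change of 1.10 (standard error 0.18, limma adjusted p = 0.288), and *Nfkb2* at 8.09 ± 0.888 against 4.81 ± 0.608 FPKM, a log2 fold change of 0.74 (standard error 0.16, limma adjusted p = 0.349). The 4 genes that Table 1 lists for NFκB and the 5 of its TNF genes found among the gene symbols all had an unadjusted limma p below 0.05, with median log2 fold changes of 0.70 and 0.84. Of these genes, 0 passed after adjustment over all 13359 genes. The median increase over the WT mean was larger in mice 2278 and 2279, whose B and T cell genes had medians of 4.51 to 5.23 over the WT mean on the log2 scale, than in mouse 2276, where these medians were -0.24 and 0.09. For the TNF genes the median log2 difference from the WT mean was 1.06 and 1.09 in mice 2278 and 2279 and 0.42 in mouse 2276, and for the NFκB genes it was 0.94, 0.80 and 0.43. *Relb* did not follow the medians, at 5.99 FPKM in mouse 2276 and 5.72 and 6.49 FPKM in mice 2278 and 2279. In mouse 2276 every one of these genes was above the level of all 3 WT mice. Because Table 1 was selected for a difference between these same 6 libraries, that order is largely fixed by the selection and its members do not test the pathways independently.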

**Table 1.**
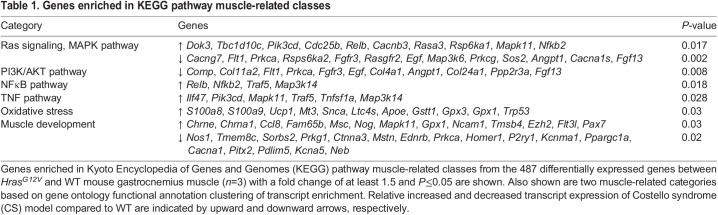
Genes enriched in KEGG pathway muscle-related classes

Gene ontology (GO) functional annotation clustering analysis of the differentially expressed genes was also used to identify categories containing over-represented transcripts in the *Hras^G12V^* muscle compared to WT (Table 1). Two categories of particular relevance to the *Hras^G12V^* muscle phenotype were oxidative stress and skeletal muscle development. 

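*S100a8* and *S100a9* lie on chromosome 3 of GRCm38, from 90668978 to 90670035 and from 90692632 to 90695721, and encode calcium-binding proteins. *S100a8* was at 9.06, 60.3 and 21.4 FPKM in *Hras G12V* mice 2276, 2278 and 2279 and at 0.198 to 1.89 FPKM in WT mice. *S100a9* was at 10.1, 48.7 and 19.5 FPKM in these *Hras G12V* mice and at 0.478 to 1.70 FPKM in WT mice. Their log2 fold changes were 4.77 (standard error 0.88) and 4.17 (standard error 0.66), with limma adjusted p-values of 0.288 and 0.288 over all genes tested. With a pseudocount of 1 in place of 0.1, the log2 fold changes were 3.68 and 3.38. Leaving out each mouse in turn kept them between 4.03 and 5.43 and between 3.58 and 4.71. The 11 genes that Table 1 lists for oxidative stress all had an unadjusted limma p below 0.05 and a median log2 fold change of 1.21.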

Numerous genes indicative of oxidative stress showed increased expression, including *S100a8* and *S100a9*, which showed 8- and 15-fold increase, respectively, in *Hras^G12V^* muscle compared to WT muscle. In addition, metallothionein (*Mt3*) and uncoupling protein 1 (*Ucp1*) were also highly expressed in *Hras^G12V^* muscle. 

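*Mt3* was at 16.0 ± 8.49 FPKM (SD, n = 3) in *Hras G12V* and 2.83 ± 1.01 (SD, n = 3) in WT muscle, a log2 fold change of 2.40 (standard error 0.43, limma adjusted p = 0.288). Mouse 2276 had the highest value, 25.7 FPKM, against 12.5 and 9.78 in mice 2278 and 2279. *Ucp1*, on chromosome 8 of GRCm38 from 83290352 to 83298452, was at 5.60, 35.8 and 5.92 FPKM in *Hras G12V* mice 2276, 2278 and 2279 and at 1.94 and 0.662 FPKM in WT mice 2277 and 2280, and it was listed at 0 in WT mouse 2281. Its log2 fold change of 4.32 (standard error 1.22, limma adjusted p = 0.398) depended on how the value listed at 0 was treated. It was 2.81 with a pseudocount of 1, 5.49 with a pseudocount of 0.01 and 3.11 without WT mouse 2281. Without mouse 2278 it was 3.45.

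**Figure D3:**
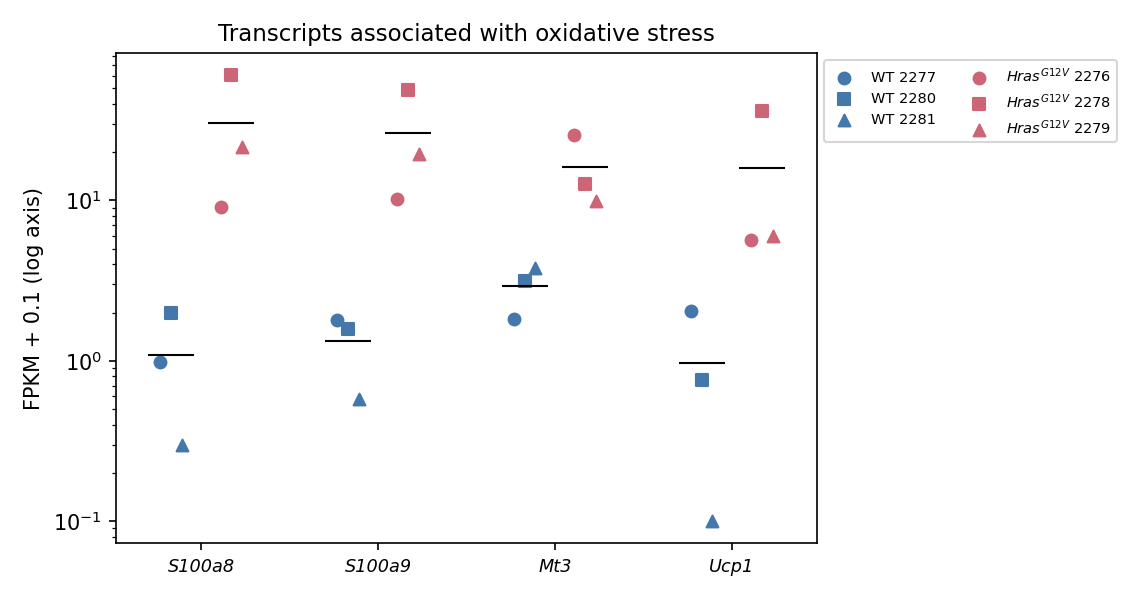
FPKM + 0.1 on a log axis for *S100a8*, *S100a9*, *Mt3* and *Ucp1*; each symbol is 1 mouse (blue WT, red *Hras G12V*) and the black line is the mean of 3 mice. All *Hras G12V* mice lie above all WT mice for each gene, and *Ucp1* reaches 35.8 FPKM in mouse 2278.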

Numerous differentially expressed genes were also associated with skeletal muscle development. Increased transcripts included acetylcholine receptor subunit a1 (*Chrna1*), which showed a 7-fold increase in *Hras^G12V^* muscle, which characteristically occurs during muscle atrophy (Fisher et al., 2017). 

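*Chrna1*, on chromosome 2 of GRCm38 from 73563215 to 73580338, was at 73.4 ± 16.4 FPKM (SD, n = 3) in *Hras G12V* and 10.3 ± 1.37 (SD, n = 3) in WT muscle. The log2 fold change of 2.81 (standard error 0.23) had a limma adjusted p of 0.0252, the only gene named in the results text to pass 0.05 after adjustment over all genes tested. It stayed between 2.69 and 3.01 with each mouse left out in turn and between 2.70 and 2.90 under the other settings planned at the outset. The call was less stable than the fold. The adjusted p was 0.238 without moderation, 0.0554 with each library rescaled to the same total FPKM, 0.174, 0.160 and 0.116 without WT mouse 2277, 2280 or 2281, and 0.119 without mouse 2279, and it stayed below 0.05 under the other settings planned at the outset. The 13 genes that Table 1 lists as increased in muscle development all had an unadjusted limma p below 0.05, from 0.59 (*Pax7*) to 3.35 (*Chrne*) in log2 fold change. Genes transcribed by the nuclei under the neuromuscular junction, a list of 14 fixed before the data were examined, had a median log2 fold change of 0.78, with 13 of the 14 higher (limma camera adjusted p = 1.07e-10 over 36 lists and sets; fry adjusted p = 0.0412; 0.222 with the correlation between genes estimated). Over the 7 members outside Tables S1 and S2 the median was 0.23 (limma camera adjusted p = 0.0334). The other 7 are in those tables, which come from these same libraries, so the list may not be independent of them. Of 9 genes that rise after denervation, of which *Ncam1* is in both lists, 6 were higher, with a median of 0.12 (limma camera adjusted p = 0.240). The paper relates the increase of *Chrna1* to muscle atrophy.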

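*Msc*, on chromosome 1 of GRCm38 from 14753346 to 14755992, was at 3.92 ± 1.44 FPKM (SD, n = 3) in *Hras G12V* and 1.46 ± 0.270 (SD, n = 3) in WT muscle, a log2 fold change of 1.31 (standard error 0.31, limma adjusted p = 0.369). It was highest in mouse 2276, at 5.32 FPKM, and at 2.44 and 3.99 FPKM in mice 2278 and 2279. *Pax7*, which marks satellite cells, was at 1.78 ± 0.194 against 1.15 ± 0.109 FPKM, a log2 fold change of 0.59 (standard error 0.20, limma adjusted p = 0.454). *Pax7* values of the genotypes did not overlap, but its unadjusted limma p rose to 0.0723 without WT mouse 2280 and to 0.0661 without WT mouse 2281. That of *Msc* stayed below 0.05 in all 6 sets of 5 mice.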

Musculin (*Msc*), a negative regulator of MyoD transcriptional activity, and *Pax7* were also increased in *Hras^G12V^* muscle compared to WT muscle. In comparison, multiple important genes associated with skeletal muscle development were decreased in *Hras^G12V^* muscle compared to WT muscle, including myoblast fusion factor (*Tmem8c*; also known as *Mymk*) and paired-like homeodomain transcription factor 2 (*Pitx2*), both of which regulate myoblast differentiation (Hernandez-Torres et al., 2017; Quinn et al., 2017). Likewise, myostatin (*Mstn*), a key regulator of skeletal muscle growth and hypertrophy, was decreased in *Hras^G12V^* muscle compared to WT muscle.

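*Tmem8c* was at 2.86 ± 1.07 FPKM (SD, n = 3) in *Hras G12V* and 7.09 ± 1.81 (SD, n = 3) in WT muscle, a log2 fold change of -1.32 (standard error 0.34, limma adjusted p = 0.382). The genotypes did not overlap. Leaving out each mouse in turn kept the log2 fold change between -1.56 and -1.0, with an unadjusted p below 0.05 in all 6 sets of 5 mice. The 17 genes that Table 1 lists as decreased in muscle development all had lower levels in *Hras G12V* muscle, 16 of them with an unadjusted limma p below 0.05, and a median log2 fold change of -0.87.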

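*Mstn*, on chromosome 1 of GRCm38 from 53061640 to 53068079, was at 8.80, 20.4 and 14.5 FPKM in *Hras G12V* mice 2276, 2278 and 2279, against 24.7 to 29.7 FPKM in WT mice. The log2 fold change was -1.0 (standard error 0.31, limma adjusted p = 0.433). It was -0.68 without mouse 2276, where the level was lowest, and between -1.29 and -0.68 over all 6 sets of 5 mice. The unadjusted limma p rose to 0.0561 without WT mouse 2280 and to 0.0533 without WT mouse 2281.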

In examining transcript alterations using GO functional annotation clustering analysis, of the genes with increased expression, 26 were associated with apoptosis, which is consistent with the finding that numerous genes associated with NFκB and TNF pathway signaling were also increased (Table 2). 

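A list of 16 core apoptosis genes, fixed before the data were examined and not taken from Table 2, had 15 members with a mean FPKM of at least 0.5. Of these, 13 had higher levels in *Hras G12V* muscle, with a median log2 fold change of 0.48, from -0.48 (*Fas*) to 1.06 (*Bid*). The list as a whole had a camera adjusted p of 5.45e-04 and a fry adjusted p of 0.0412, both from limma, and 0.222 with the correlation between genes estimated. Over the 12 members outside Tables S1 and S2 the median was 0.22 (limma camera adjusted p = 0.0348). When adjusted over the list alone 2 genes passed 0.05, and 0 passed when adjusted over all genes tested. The median log2 difference from the WT mean was 0.43, 0.46 and 0.48 in *Hras G12V* mice 2276, 2278 and 2279. The broader Reactome set for apoptosis had 128 genes tested and a median log2 fold change of 0.11 (limma camera adjusted p = 0.0184, fry adjusted p = 0.435). Its median in single mice was 0.40 above the WT mean in mouse 2276 and -0.03 and 0.01 in mice 2278 and 2279. Without mouse 2276 the median log2 fold change of this set was -0.02, and without WT mouse 2281 its camera adjusted p was 0.0513.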

Several categories were identified with differentially expressed transcripts relating to cellular metabolism. Importantly, numerous mitochondrial genes, including many associated with oxidative phosphorylation, were decreased in *Hras^G12V^* muscle. Moreover, genes associated with carbohydrate and glucose metabolism were also decreased. 

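Mitochondrially encoded genes were not analysed here. Of 78 nuclear genes for subunits of the oxidative phosphorylation complexes, 70 had a lower and 8 a higher level in *Hras G12V* muscle, with a median log2 fold change of -0.22. The list did not pass 0.05 after adjustment over 36 lists and sets (limma camera adjusted p = 0.128, fry adjusted p = 0.808), and 0 of its genes had an unadjusted p below 0.05. The 3 *Hras G12V* mice moved in opposite directions. The median log2 difference from the WT mean was -0.80 and -0.85 in mice 2278 and 2279, with 75 of the 78 genes below all WT mice in each, and 1.06 in mouse 2276, with 76 genes above all WT mice. The WT mice lay between -0.06 and 0.04. Without mouse 2276 the median log2 fold change of the list was -0.82, a value past the 0.05 limit, and without mouse 2278 or 2279 it was 0.10 in each case. The Reactome set for the citric acid cycle and respiratory electron transport (121 genes tested) had a median of -0.24 (limma camera adjusted p = 0.00479, fry adjusted p = 0.690) and a median of -0.79 without mouse 2276, 0.02 without mouse 2278 and -0.02 without mouse 2279, the last pair not past 0.05. Of the 78 subunit genes, 0 are in Tables S1 and S2 as held here.

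**Figure D4:**
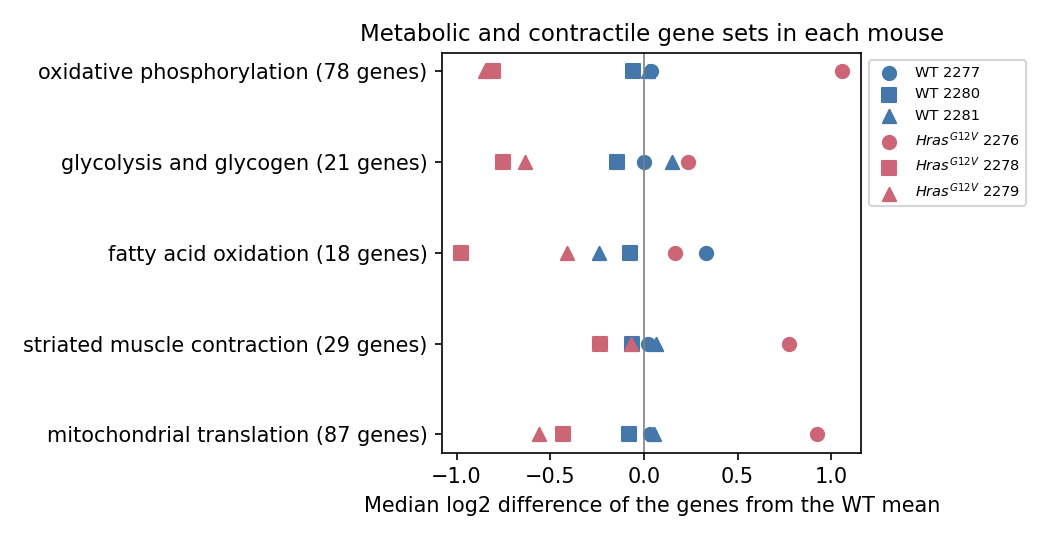
Median log2 difference of the genes of 5 lists and sets from the WT mean, with 1 symbol per mouse (blue WT, red *Hras G12V*); the grey line marks the WT mean. For oxidative phosphorylation, mice 2278 and 2279 lie at -0.80 and -0.85 and mouse 2276 at 1.06.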

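Of 21 genes of glycolysis and glycogen metabolism in a list fixed in advance, all had a lower level in *Hras G12V* muscle, with a median log2 fold change of -0.41 and the lowest value for *Phka1* (-1.38). The list had a limma camera adjusted p of 4.51e-04, but a fry adjusted p of 0.299 and 0.483 with an estimated correlation between genes. In mice 2278 and 2279 the median lay -0.75 and -0.64 from the WT mean on the log2 scale, with 20 of the 21 genes below all WT mice in each, and in mouse 2276 it lay 0.23 above. Adjusted over the list alone, 1 gene passed 0.05. Over the 205 genes of the Reactome set for metabolism of carbohydrates the median was -0.09 (limma camera adjusted p = 0.304).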

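For lipid metabolism, 17 of 18 genes of fatty acid oxidation had a lower level in *Hras G12V* muscle, with a median log2 fold change of -0.41 (limma camera adjusted p = 0.00338, fry adjusted p = 0.440). The median was -0.07 without mouse 2278 and -0.26 without WT mouse 2277, both no longer past 0.05, and -0.69 without mouse 2276. The Reactome set for metabolism of lipids and lipoproteins (371 genes tested) had a median of -0.09, with 148 genes higher and 223 lower (limma camera adjusted p = 0.518). The set for fatty acid, triacylglycerol and ketone body metabolism (82 genes tested) had a median of -0.18 (limma camera adjusted p = 0.128).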

Genes associated with lipid metabolism were relatively decreased, whereas those specifically related to lipid catabolism were relatively increased. 

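Among 18 proliferation genes tested, 17 had a higher level in *Hras G12V* muscle, with a median log2 fold change of 0.99 (limma camera adjusted p = 9.36e-08, fry adjusted p = 0.138). The median log2 difference from the WT mean was 1.67 and 0.82 in mice 2278 and 2279 and 0.30 in mouse 2276. *Mki67* was at 2.78 and 0.855 FPKM in mice 2278 and 2279, 0.135 FPKM in mouse 2276 and 0.0960 to 0.359 FPKM in WT mice, an overlap between the genotypes. Of the 18 genes, 8 had a mean of at least 1 FPKM in WT muscle. Over the 394 genes of the Reactome cell cycle set the median was 0.12 (limma camera adjusted p = 0.00331, fry adjusted p = 0.0859). Unlike the proliferation genes, this set was highest in mouse 2276, at 0.21 over the WT mean against 0.01 and 0.05 in mice 2278 and 2279. With each mouse left out in turn its median log2 fold change ran from 0.01 to 0.17.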

Of particular interest, genes associated with regulation of cellular proliferation were differentially expressed.

**Table 2.**
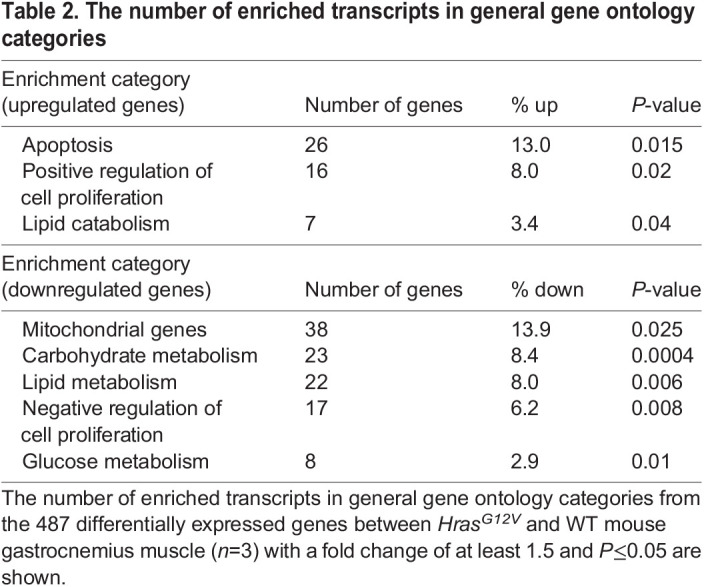
The number of enriched transcripts in general gene ontology categories

### MEK inhibition normalizes both *Hras^G12V^* myoblast differentiation *in vitro* and *Hras^G12V^* skeletal myopathy *in vivo*

To determine whether the skeletal myopathy associated with *Hras^G12V^* was intrinsic to muscle development and not a result of neuronal interactions, myogenesis was examined *in vitro* using primary myoblasts derived from neonatal *Hras^G12V^* and WT mice (Fig. S2). Results demonstrated that inhibition of differentiation was inherent to *Hras^G12V^* myoblasts, suggesting that the skeletal myopathy in the CS *Hras^G12V^* mouse model is intrinsic to muscle and represents a ‘true’ myopathy. Thus, in combination with the *Hras^G12V^* mutation resulting in activation of the Ras/MAPK and PI3K/AKT pathways, we sought to determine whether inhibition of these pathways could correct the negative effect of the *Hras^G12V^* mutation on myoblast differentiation. Proliferating myoblasts from *Hras^G12V^* and WT cultures were incubated in differentiation medium (DM), with or without the addition of MEK (also known as MAP2K) inhibitor (MEKi) PD0325901 (Pfizer; 1 µM final concentration). At 24 h in DM, in cultures without MEKi, ∼32% of *Hras^G12V^* nuclei were in differentiated cells expressing myosin heavy chain (MyHC), with very few myotubes present (Fig. 5A,B). With the addition of MEKi to the *Hras^G12V^* myoblast culture, at 24 h, the number of nuclei in differentiated cells increased significantly to ∼58%, along with evidence of myotube formation. Importantly, the number of nuclei in differentiated MyHC-expressing cells in the MEKi-treated *Hras^G12V^* culture was not significantly different from that in the WT myoblast culture at 24 h in DM. The number of nuclei in MyHC-expressing cells in untreated (control) and MEKi-treated WT myoblast cultures averaged 60% and 63%, respectively. Addition of MEKi to WT myoblast culture had no significant effect on myoblast differentiation. By 48 h in DM, control *Hras^G12V^* cultures had, on average, 57% of the nuclei in differentiated cells; however, addition of MEKi increased the number of differentiated nuclei significantly to ∼79%, along with evidence of elongated myotube formation similar to that of WT controls (Fig. 5A,B). Importantly, the number of nuclei in differentiated cells was statistically the same as in the WT myoblast control and MEKi cultures, at 86% and 84%, respectively. Therefore, the addition of MEKi was able to overcome inhibition of *Hras^G12V^* myoblasts differentiation *in vitro*. Because the *Hras^G12V^* mutation also activates the PI3K/AKT pathway, a PI3K inhibitor (PI3Ki; Genentech GDC0941; 1 µM final concentration) was utilized to assess possible correction of *Hras^G12V^* primary myoblast differentiation. The addition of PI3Ki caused myoblast detachment resulting in cell death (data not shown).

**Fig. 5.**
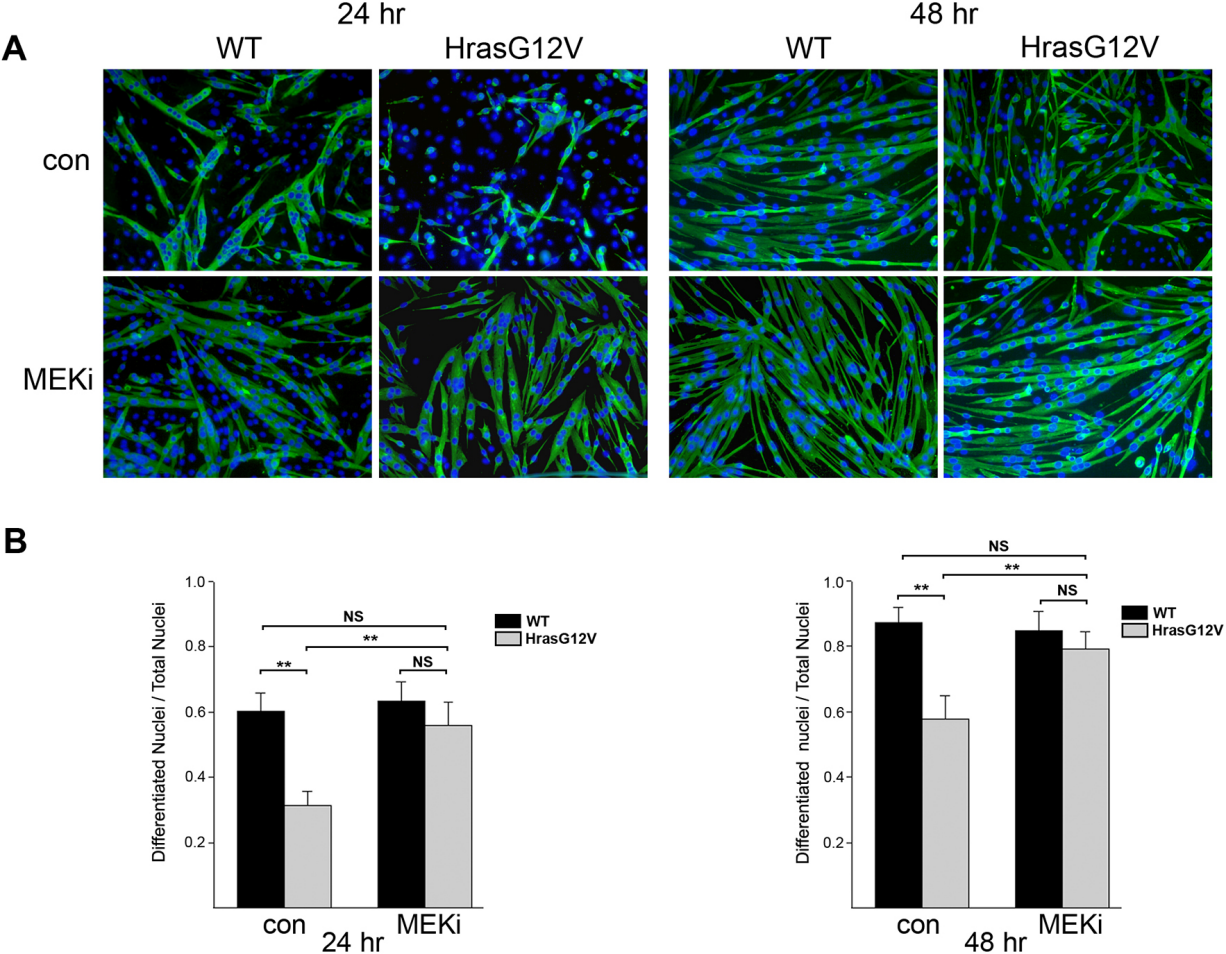
**Treatment of primary myoblast cultures with MEK inhibitor (MEKi).** Primary *Hras^G12V^* and WT myoblast cultures were treated with and without the addition of MEKi PD0325901 to a final concentration of 1 µM. (A) Merged images of immunofluorescently labeled MyHC-expressing cells (green) with DAPI-counterstained nuclei (blue) (10× magnification). (B) At 24 h (left) and 48 h (right) in DM with no MEKi, control *Hras^G12V^* cultures had significantly fewer nuclei in MyHC-expressing differentiated cells, indicating less myotube formation than in WT cultures (*n*=5; *P*<0.01). With the addition of MEKi, the *Hras^G12V^* cultures showed a significant increase in the number of nuclei found in MyHC-expressing differentiated cells and concomitantly showed an increase in myotube formation compared to the untreated *Hras^G12V^* cultures (*n*=5; *P*<0.01). MEKi-treated *Hras^G12V^* cultures exhibited robust elongated myotube formation by 48 h in DM. Importantly, at both 24 h and 48 h in DM, the number of nuclei in MyHC-expressing differentiated cells in the MEKi-treated *Hras^G12V^* cultures was not significantly different from that in either the WT control or WT MEKi cultures (*P*=0.45 at 24 h and *P*=0.16 at 48 h, one-way ANOVA). The MEKi did not significantly alter the differentiation process in the WT myoblast culture. The bars represent the mean±s.e.m. **P<0.01; NS, not significant (unpaired Student's *t*-test).

To determine whether inhibition of the Ras/MAPK or PI3K/AKT pathways could rescue the skeletal myopathy caused by the *Hras^G12V^* mutation *in vivo*, either MEKi PD0325901 or PI3Ki GDC0941 was administered daily to 3-month-old adult *Hras^G12V^* and WT mice for 28 days. Western blot analysis of gastrocnemius muscle demonstrated that MEKi or PI3Ki resulted in specific reductions in the Ras/MAPK and PI3K pathway signaling, respectively (Fig. 6A). Impressively, a 28-day treatment with MEKi resulted in phenotypic rescue of gastrocnemius muscle, as indicated by a significant increase in the cross-sectional area of *Hras^G12V^* myofibers compared to vehicle-treated controls (Fig. 6B,C). There was no longer a significant myofiber size difference between *Hras^G12V^* and WT mice. The MEKi-treated *Hras^G12V^* mice showed significant increases in triceps skeletal muscle weight, the percentage of body weight from triceps muscle and grip strength, compared to vehicle-treated *Hras^G12V^* mice (Fig. 6D-G). In addition, following 28 days of MEKi treatment in adult mice, there were no significant differences between the *Hras^G12V^* and WT mice with regards to triceps muscle size and grip strength. The increase in myofiber size, muscle weight and strength following MEKi treatment appeared to be specific to the *Hras^G12V^* mouse, in that no significant phenotypic or functional alteration occurred in the WT MEKi-treated mice compared to WT vehicle-treated controls (Fig. 6B-G). Therefore, treatment with MEKi specifically resulted in phenotypic and functional rescue, as measured in *Hras^G12V^* muscle. In marked contrast to MEKi-treated *Hras^G12V^* mice, *Hras^G12V^* mice treated with the PI3Ki showed no improvement in the *Hras^G12V^* muscle phenotype (Fig. S3). In fact, PI3K treatment had a deleterious effect on both the *Hras^G12V^* as well as the WT muscle phenotypes. PI3Ki administration resulted in significant reductions in muscle fiber diameter, overall muscle size and strength in both the *Hras^G12V^* and WT mice compared to vehicle-treated control mice.

**Fig. 6.**
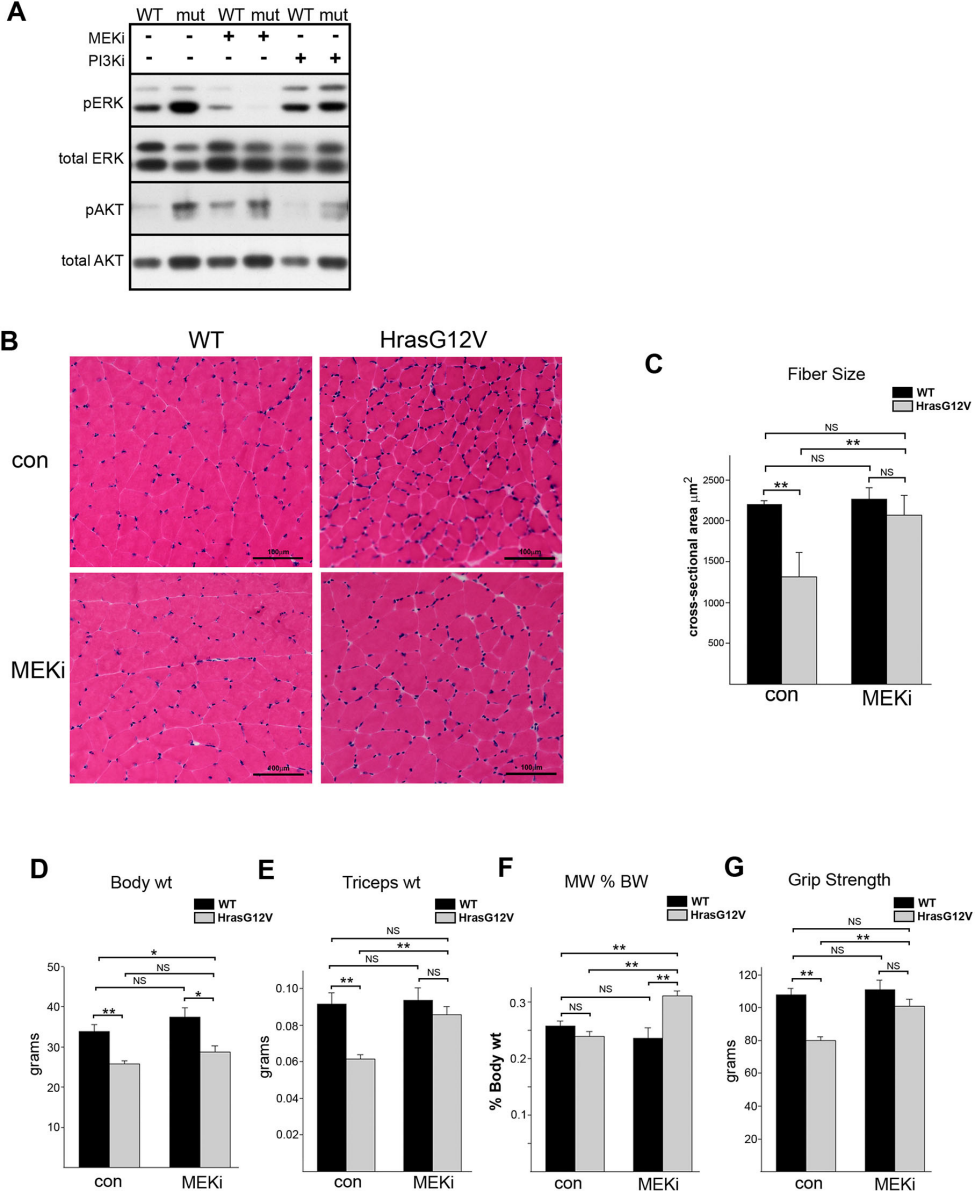
***In vivo* treatment of *Hras^G12V^* mice with MEKi or PI3K inhibitor (PI3Ki).** (A) Representative western blot showing Ras/MAPK and PI3K/AKT pathway signaling in gastrocnemius muscle from *Hras^G12V^* (mut) and WT 3-month-old adult mice treated with either MEKi PD0325901 or PI3Ki GDC0941 for 28 days. The activity of the Ras/MAPK pathway was assessed by the level of pERK and the activity of the PI3K/AKT pathway was assessed by pAKT. Treatment with MEKi specifically reduced pERK levels, and, likewise, treatment with the PI3Ki specifically reduced pAKT levels, in gastrocnemius muscle after 28 days of treatment. (B) H&E-stained gastrocnemius muscle from adult *Hras^G12V^* and WT mice treated with MEKi or vehicle control (con) showed phenotypic rescue of mutant muscle (20× magnification; scale bars: 100 µm). (C) Comparison of gastrocnemius myofiber cross-sectional area between *Hras^G12V^* and WT mice treated with MEKi or vehicle controls showed that treatment of the *Hras^G12V^* mice resulted in a significant increase in gastrocnemius myofiber cross-sectional area compared to that of vehicle control-treated *Hras^G12V^* mice (*n*=5, *P*<0.01, unpaired Student’s *t*-test). Following treatment, there was no significant difference between myofiber size of the WT, WT with MEKi and *Hras^G12V^* with MEKi groups (*n*=5, *P*=0.24, one-way ANOVA). (D-G) Comparison of body weight (D), dissected triceps muscle weight (E), ratio of triceps weight to body weight (F) and forelimb grip strength (G) between MEKi-treated and vehicle-treated (con) WT and *Hras^G12V^* adult mice demonstrated phenotypic rescue in mutant mice after treatment. Treatment with MEKi resulted in significant increases in both triceps muscle weight and grip strength compared to those of vehicle-treated *Hras^G12V^* mice (*n*=5, *P*<0.01, unpaired Student’s *t*-test). The percentage of total body weight of the triceps muscle (MW % BW) also showed a significant increase in the MEKi-treated compared to untreated *Hras^G12V^* mice (*n*=5, *P*<0.01, unpaired Student’s *t*-test). Following treatment, there was no significant difference in either muscle weight (*n*=5, *P*=0.63, one-way ANOVA) or grip strength (*n*=5; *P*=0.30, one-way ANOVA) among WT, WT with MEKi and *Hras^G12V^* mice with MEKi, indicating that 28 days of treatment rescued muscle phenotype and grip strength as measured in this study. WT mice treated with 28 days of MEKi showed no specific difference in body weight, triceps muscle weight, MW % BW or grip strength compared to untreated control WT mice. The bars represent the mean±s.e.m. *P<0.05, **P<0.01; NS, not significant (unpaired Student's *t*-test).

## DISCUSSION

Here, we show that a CS mouse model carrying a heterozygous *Hras^G12V^* activating mutation displays a primary skeletal myopathy that phenocopies features exhibited in CS individuals. The *Hras^G12V^* mutation caused hyperactivation of both the Ras/MAPK and the PI3K/AKT downstream effector pathways of Ras. The mouse skeletal myopathy was characterized by inhibition of embryonic myogenesis and muscle fiber formation at E14.5 and a reduction in overall skeletal muscle mass and muscle strength. The primary cellular phenotypic finding underlying the reduction in muscle mass and strength was a universal reduction in myofiber size. This finding of universal atrophic myofibers was consistent throughout development and persisted in adulthood. In addition to hyperactivation of the Ras/MAPK and PI3K/AKT pathways, there was a significant reduction in the signaling of the p38 MAPK pathway. The *Hras^G12V^* mutation also resulted in global transcriptional alterations in muscle consistent with the skeletal myopathic phenotype. Importantly, inhibition of Ras/MAPK pathway signaling activity using a MEKi was able to rescue the *Hras^G12V^* myopathic phenotype both *in vitro* and *in vivo*.

The CS *Hras^G12V^* mutation caused inhibition of myogenesis during embryonic development. At E14.5, developing hindlimb muscle in the *Hras^G12V^* mouse had significantly more Pax7-expressing cells, and Pax7 expression was still elevated in 21-day *Hras^G12V^* muscle. Pax7 maintains the proliferative state, and its downregulation is necessary for myoblasts to exit the cell cycle (Buckingham and Rigby, 2014). The increase in the number of proliferating cells was associated with a significant decrease in the number of cells expressing MyoD and myogenin in *Hras^G12V^* muscle. MyoD initiates myoblast differentiation and myogenin is required for terminal differentiation to proceed (Conerly et al., 2016). The increase in the number of Pax7-expressing cells and the decrease in the number of MyoD- and myogenin-expressing cells indicates that more myogenic cells remained in the proliferative muscle precursor and myoblast stage, with fewer cells transitioning to a differentiated state. These findings suggest that the inhibition of myogenesis likely represents one of the main disruptive effects the *Hras^G12V^* mutation has on muscle development. This is in accordance with a recent finding that oncogenic Ras inhibits the expression of myogenin in a rhabdomyosarcoma model (Yohe et al., 2018). Myogenic inhibition likely contributes to the primary phenotypic feature of the *Hras^G12V^* mouse skeletal myopathy, that being reduced muscle fiber size and reduced myofiber number, by limiting the population of differentiated myoblasts available for myofiber formation. This inhibition may restrict the final number of mature muscle fibers and may ultimately limit myofiber size due to the principle of nuclear domain, which postulates that myonuclei can only support a finite cytoplasmic volume (Gundersen and Bruusgaard, 2008).

Myogenesis, developmental maturation and homeostasis in mature muscle are regulated by multiple intracellular signaling pathways, including Ras/MAPK, PI3K/AKT and p38 pathways (Knight and Kothary, 2011). The *Hras^G12V^* mutation resulted in constitutive activation of the Ras/MAPK pathway. Previous *in vitro* studies on myogenic cell lines have demonstrated that ERK signaling is necessary for maintaining growth factor-induced myoblast proliferation (Heller et al., 2001). In addition, growth factor withdrawal, which causes downregulation of the Ras/MAPK pathway, initiates the differentiation process (Bennett and Tonks, 1997), while continued growth factor exposure results in continued myoblast proliferation and inhibition of differentiation (Jones et al., 2001; Tortorella et al., 2001). Overexpression of homozygous oncogenic Ras (Olson et al., 1987), and overexpression of constitutively active forms of Raf and MEK1 (Dorman and Johnson, 1999; Weyman and Wolfman, 1998), cause inhibition of myoblast differentiation and myotube formation. Our findings are in accordance with these studies in that an activating heterozygous *HRAS* mutation found in CS patients is capable of inhibiting myoblast differentiation.

The distinct roles of the PI3K/AKT and the p38 MAPK pathways on skeletal muscle growth and development have been extensively studied. The PI3K/AKT pathway is the primary positive regulator of skeletal muscle growth during development and myofiber hypertrophy in mature muscle (Glass, 2010). The *Hras^G12V^* mutation resulted in a ∼3-fold increase in PI3K/AKT signaling. The principal mechanism by which PI3K/AKT activation induces muscle hypertrophy is through activation of the mammalian target of rapamycin (mTOR) (Yoon, 2017). Activation of mTOR leads to phosphorylation and activation of p70S6 kinase (S6), which, in turn, induces protein synthesis and hypertrophy (Glass, 2010). The *Hras^G12V^* muscle exhibited a ∼3.5-fold increase in pS6 levels compared to WT muscle. Despite the fact that mTOR signaling through S6 was significantly increased, the *Hras^G12V^* muscle phenotype consisting of atrophic muscle fibers was the opposite of what would be expected with increased PI3K/AKT activity. In addition to the role of the PI3K/AKT pathway in stimulating muscle hypertrophy, it also directly inhibits the expression of the E3 ubiquitin ligases, MurF1 (encoded by *TRIM63*) and MAFbx/atrogin-1 (encoded by *FBXO32*), which are the primary proteins responsible for muscle atrophy (Bodine and Baehr, 2014; Lee, 2007; Park et al., 2005). It is worth noting that the reduction in myofiber size in the *Hras^G12V^* mouse occurred without increased transcription levels of either Murf1 or MAFbx, as determined by RNAseq.

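*Trim63*, which encodes Murf1, was at 105 ± 38.9 FPKM (SD, n = 3) in *Hras G12V* and 91.5 ± 21.3 (SD, n = 3) in WT muscle at 21 days, a log2 fold change of 0.16 (standard error 0.35, limma adjusted p = 0.917). *Fbxo32*, which encodes MAFbx, was at 26.7, 10.9 and 102 FPKM in *Hras G12V* mice 2276, 2278 and 2279 and at 22.8 to 43.8 FPKM in WT mice, a log2 fold change of -0.12 (standard error 0.78, limma adjusted p = 0.98). Both differences were within the spread between mice. The sign of each changed when single mice were left out, with log2 fold changes between -0.10 and 0.45 for *Trim63* and between -0.97 and 0.64 for *Fbxo32*, and the standard error of *Fbxo32* leaves room for a change of either direction. From these transcript levels the paper states that the smaller myofibers arose without increased transcription of either gene.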

In contrast to activation of both the Ras/MAPK and PI3K/AKT pathways, the *Hras^G12V^* mutation caused a ∼2.7-fold decrease in the activity of the p38 pathway, as measured by a reduction in the level of p-p38 in *Hras^G12V^* muscle. The p38 MAPK pathway is an essential positive regulator of skeletal muscle development. In contrast to the effect of Ras/MAPK signaling, increased p38 signaling is required for myoblast differentiation to proceed by promoting cell cycle withdrawal (Keren et al., 2006). It is responsible for the downregulation of Pax7 expression required for cell cycle exit (Palacios et al., 2010). Therefore, the activation of the Ras/MAPK pathway and inhibition of the p38 pathway likely act synergistically to inhibit myoblast differentiation and myogenesis in the *Hras^G12V^* mouse.

In addition to its role during myogenesis, activity of the p38 pathway is necessary for muscle-specific gene expression, both during development and in mature muscle (Lluís et al., 2006). In this role, the p38 pathway regulates the transcriptional activity of MyoD by phosphorylating E47 (Lluís et al., 2005). Phosphorylation promotes E47/MyoD hetero-dimer formation, which is necessary for MyoD promoter binding and full transcriptional activity. p38 also regulates the second major class of muscle transcription factors, the Mef2 proteins, by direct phosphorylation, which enhances its transcriptional activity (Wu et al., 2000). The expression of the majority of muscle-specific genes is dependent on both MyoD and Mef2 protein. Thus, the p38 pathway regulates muscle gene expression through control of these two essential transcription factors (Zetser et al., 1999; Zhao et al., 1999). Moreover, Mef2 protein has recently been shown to be one of the primary regulators of muscle fiber size through interaction with the inhibitory myogenic regulatory factor MRF4 (Moretti et al., 2016; Schiaffino et al., 2018). In accordance with the role of the p38 pathway in regulating Mef2, we identified a decrease in pMef2c in *Hras^G12V^* muscle. Therefore, this may represent a critical underlying mechanism by which the *Hras^G12V^* mutation and subsequent decrease in the p38 pathway activity result in the dramatic reduction in myofiber size in the *Hras^G12V^* mouse, which warrants further investigation.

The specific mechanism by which the *Hras^G12V^* mutation caused a reduction in the activity of the p38 pathway remains unclear; however, extensive crosstalk is thought to take place between the Ras/MAPK and p38 pathways (Aksamitiene et al., 2012). Studies using myogenic cell lines have demonstrated that the activity of the p38 MAPK pathway is inversely correlated with that of the Ras/MAPK pathway, which suggests the existence of mutually inhibitory crosstalk (Khurana and Dey, 2002). One mechanism by which p38 activity may be regulated is through the role of the DUSP negative regulators of both the Ras/MAPK and p38 pathways. There was a ∼2.2-fold increase in the level of DUSP6 in *Hras^G12V^* muscle compared to WT muscle. DUSP6 is considered to be a specific negative regulator of the Ras/MAPK pathway, because it preferentially dephosphorylates ERK1/2 (Camps et al., 1998; Caunt and Keyse, 2013). However, DUSP6 also efficiently dephosphorylates p38, but only in the presence of pERK2 (Zhang et al., 2011). DUSP6, pERK2 and p-p38 form a stable complex, which facilitates the dephosphorylation of each substrate (Camps et al., 1998). By this interdependent mechanism, DUSP6 not only controls the activities of ERK2 and p38 but may also mediate mutually inhibitory crosstalk between these two MAPK pathways.

In order to gain insight into global dysregulation of genes in the *Hras^G12V^* muscle, gene transcript alterations in several broad categories were identified using GO functional annotation clustering and gene set enrichment analysis (GSEA). Of the differentially expressed genes that were associated with the *Hras^G12V^* myopathy, two key regulators of muscle development were identified. The first was musculin, an inhibitory basic helix-loop-helix protein that showed a 2.7-fold increase in *Hras^G12V^* muscle (Lu et al., 1999). Musculin competes with MyoD for E-box binding, thereby inhibiting MyoD dependent muscle-specific gene expression (MacQuarrie et al., 2013). In addition, musculin has been shown to inhibit myogenesis and block differentiation in rhabdomyosarcoma cells (Macquarrie et al., 2012; Yang et al., 2009). Of note, embryonal rhabdomyosarcoma is the most common tumor that develops in CS individuals. The second key regulator was myostatin, which showed a 2-fold decrease in *Hras^G12V^* muscle. Myostatin is a member of the TGF-β family that acts as a primary inhibitor of muscle growth and size. Decreased myostatin would tend to induce myofiber hypertrophy (Lee, 2007). Therefore, a decrease in its level may represent a compensatory effect countering the myofiber atrophy in the *Hras^G12V^* mouse.

Global transcriptional alterations indicated dysregulation of energy homeostasis. Thirty-six genes associated with mitochondria were downregulated, consistent with the analysis of muscle biopsies from CS patients that showed deficient mitochondrial enzyme activities (Kleefstra et al., 2011; Tidyman et al., 2011). Among the gene alterations associated with mitochondria, two were notable due to their over-riding effects on mitochondrial function. 

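*Ppargc1a*, on chromosome 5 of GRCm38 from 51454250 to 51567726, was at 5.58 ± 0.429 FPKM (SD, n = 3) in *Hras G12V* and 9.41 ± 0.593 (SD, n = 3) in WT muscle, a log2 fold change of -0.74 (standard error 0.14, limma adjusted p = 0.288). All *Hras G12V* mice, at 5.22 to 6.05 FPKM, were below all WT mice, at 8.96 to 10.1 FPKM. With each mouse left out in turn the log2 fold change stayed between -0.80 and -0.69. Mouse 2276, whose oxidative phosphorylation genes were above those of the WT mice, had 5.48 FPKM, within the range of the other *Hras G12V* mice.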

The first was *Ppargc1a*, which showed a 1.7-fold decrease in expression. It is considered the master regulator of mitochondrial biogenesis, and controls glucose and lipid metabolism (Michael et al., 2001; Puigserver et al., 1998). The second gene was *Ucp1*, which showed an 8.5-fold upregulation in the *Hras^G12V^* muscle. Ucp1 uncouples oxidative phosphorylation, thereby generating heat without ATP production (Chouchani et al., 2019). In addition, both carbohydrate and lipid metabolism were dysregulated in the *Hras^G12V^* muscle. Overall, genes associated with general lipid metabolism showed decreased expression, whereas those specifically associated with lipid catabolism were relatively increased, including *Acat2*, *Apoc1* and *Apoe*. This finding may corroborate the observations of lack of subcutaneous fat and absence of fat deposits in the muscle in the *Hras^G12V^* mouse. In addition, the phenotype of a *Hras^G12S^* mouse model was described as being lean and resistant to obesity despite being fed a high-fat diet (Oba et al., 2018). These findings are consistent with the phenotypic description of CS individuals being very lean with reduced adiposity (Gripp et al., 2019). 

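*Acat2*, *Apoc1* and *Apoe* were higher in every *Hras G12V* mouse than in every WT mouse. *Apoe* was at 151 ± 28.5 FPKM (SD, n = 3) in *Hras G12V* and 65.2 ± 6.38 (SD, n = 3) in WT muscle, a log2 fold change of 1.19 (standard error 0.23, limma adjusted p = 0.288). *Acat2* was at 2.53 ± 0.689 against 0.992 ± 0.205 FPKM, a log2 fold change of 1.25 (standard error 0.28), and *Apoc1* at 3.90 ± 1.18 against 1.26 ± 0.789 FPKM, a log2 fold change of 1.68 (standard error 0.45). Their limma adjusted p-values were 0.353 and 0.382.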

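*Pdk4*, on chromosome 6 of GRCm38 from 5483351 to 5496309, was at 239.9, 101 and 405 FPKM in *Hras G12V* mice 2276, 2278 and 2279 and at 681 to 1241 FPKM in WT mice. The log2 fold change was -2.07 (standard error 0.55, limma adjusted p = 0.382) and stayed between -2.53 and -1.53 with each mouse left out in turn, with an unadjusted p below 0.05 in all 6 cases.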

The dysregulation in energy homeostasis in the *Hras^G12V^* muscle was reflected in the decreased expression of numerous genes associated with carbohydrate metabolism including a 4.2-fold decrease in *Pdk4* expression. PDK4 acts as a key metabolic checkpoint, the downregulation of which facilitates the conversion of pyruvate to acetyl-CoA for oxidative metabolism (Zhang et al., 2014).

Despite the phenotypic consequences of Ras activation in developing skeletal muscle, inhibition of Ras/MAPK signaling was able to rescue the main phenotypic deficits associated with the *Hras^G12V^* skeletal myopathy both in culture and in adult mice. Administration of MEKi normalized myofiber size, muscle weight and strength in *Hras^G12V^* adult mice after a 28-day treatment period. Although we demonstrated that myogenesis was disrupted during embryonic development, we sought to determine whether improvement in the myopathy phenotype could be obtained in adult mice, because most patients are diagnosed with CS in childhood and not prenatally. This is in accordance with perinatal treatment of nursing mice in a NF1 mouse model (Summers et al., 2018). Likewise, treatment with MEKi for Ras-driven oncogenic malignancies alleviated muscle atrophy associated with cachexia in mice and in human patients (Penna et al., 2010; Prado et al., 2012). These data, combined with the ability of the MEKi to rescue *Hras^G12V^* myoblast differentiation *in vitro*, sets forth a future hypothesis that inhibition of embryonic myogenesis may be amenable to correction, given the correct therapeutic developmental window (Anastasaki et al., 2012).

The CS mouse model, which harbors a *Hras^G12V^* mutation, displayed a skeletal myopathy that robustly phenocopies the myopathic features seen in CS individuals. In this study, the myopathy was characterized by inhibition of myogenesis and decreased muscle mass and strength, which resulted from a reduction in myofiber size and total myofiber number. The *Hras^G12V^* mutation resulted not only in activation of both the Ras/MAPK and PI3K/AKT pathways and inhibition of the p38 pathway but also caused a global dysregulation of transcriptional activity. We recently described a similar, albeit less severe, skeletal myopathy in a CFC mouse model due to an intermediate-level *Braf^L597V^* activating mutation (Maeda et al., 2021). Both *Hras^G12V^* and *Braf^L597V^* mutations activated the Ras/MAPK pathway and inhibited the p38 pathway. The Braf mutation, directly downstream of Ras, did not activate the PI3K/AKT pathway. These data suggest that the primary driving alteration for the development of the skeletal myopathy in these two RASopathy models is hyperactivation of the Ras/MAPK pathway. In support of this conclusion is the finding that inhibition of the Ras/MAPK pathway using a MEKi corrected many aspects of the skeletal myopathy in the *Hras^G12V^* mouse, whereas use of a PI3Ki produced additional muscle atrophy and loss of strength. Given the multitude of studies that have shown that the PI3K/AKT pathway is essential for skeletal muscle growth and homeostasis, it is not surprising that inhibition of this pathway would have a detrimental effect (Knight and Kothary, 2011). It is clear in this study that these intracellular signaling pathways act in concert with multiple mechanisms of interaction to orchestrate muscle development and regulation of the adult muscle phenotype. Future studies will be needed to decipher the role and interactions of these pathways during normal muscle development and in disease states. This study also helps guide the development of therapeutic approaches to treat RASopathies, remembering that in the treatment of developmental disorders, one would like to ‘dial down’ MAPK activity as opposed to fully abrogating pathway activity (Rauen et al., 2011). Finally, this study may be applicable to future studies regarding the function of the Ras/MAPK pathway in other skeletal muscle disorders, including muscle-related cancers such as rhabdomyosarcoma.

## MATERIALS AND METHODS

### CS mouse model breeding and genotyping

All animal procedures were performed according to institutional guidelines approved by the Animal Care and Use Committees at University of California Davis and the University of California San Francisco. The CS *Hras^flG12V/flG12V^* (Hras^tm1Jaf^, MGI ID 3845022) and Caggs-Cre [Tg(CAG-cre)1Kymm, MGI ID 4418695] breeding mice were generous gifts from Dr James Fagin at Memorial Sloan-Kettering Cancer Center, New York, NY, USA. The CS *Hras^flG12V/flG12V^* mouse was generated using a flox-and-replace strategy to produce a Cre recombinase-dependent exchange of expression between the WT *Hras* allele and the inserted *Hras^G12V^* allele as previously described (Chen et al., 2009). Expression of Cre results in the excision of the WT allele and expression of the *Hras^G12V^* allele under the control of its intrinsic promoter. The *Hras^flG12V/flG12V^* and Caggs-Cre mice were both bred on a background strain of 50% SWR/J, 25% 129S1/SvImJ and 25% C57BL/6J. All animal experiments were carried out using the first offspring from breeding a *Hras^flG12V/flG12V^* female mouse and a Caggs-Cre+/− male mouse. The resulting genotypes of the offspring used in this study were Caggs-Cre+/*Hras^G12V/+^* (*Hras^G12V^*) and Caggs-Cre−/*Hras ^flG12V^*^/+^ (WT). Genotyping of the *Hras^G12V^* and WT mice was carried out as previously described (Chen et al., 2009).

### Mouse grip strength measurement

Mouse grip strength testing was done using a digital force strain gauge with a 200-g range (±0.01 g; FGV-XY Electromatic Equipment Company). The force gauge was attached to a rigid wire grid consisting of 1-cm squares for ease of grasp to evaluate forelimb strength *in vivo*. Mice were suspended above the grid by the base of their tail until they firmly grasped the grid with their fore limbs, and then the mice were gently pulled horizontally until they released their grasp. The maximum force required for grip release was recorded. Three separate measurements were made per mouse with a 1-min rest period between tests.

### Histology, microscopy and embryonic immunofluorescent labeling

Skeletal muscle was snap-frozen by immersion in isopentane chilled in liquid nitrogen. Frozen muscle was embedded in optimum cutting temperature embedding medium (Tissue-Tek^®^ OCT Compound, Sakura, #4583) and sectioned to 8 µm using a cryostat. Muscle sections were stained with H&E, Gomori trichrome, ATPase (pH 4.3 and 9.4) and Oil Red O using standard protocols (Dubowitz and Sewry, 2007). Stained sections were imaged using a Nikon Eclipse CI-L upright microscope and NIS Elements Viewer software (Nikon Instruments).

Immunofluorescent labeling of embryonic muscle was performed as previously described (Maeda et al., 2021). In brief, the hind limbs from E14.5 embryos were fixed in paraformaldehyde, cryoprotected in sucrose buffer overnight and frozen in OCT embedding medium. Tissue was cross-sectioned using a cryostat to 8 µm. Antigen retrieval was performed by incubation in citric acid buffer and sections were blocked using MOM^TM^ blocking reagent (Vector Labs, #MKB-2213) and 5% goat serum in phosphate buffered saline (PBS). Sections were incubated with primary antibody against Pax7 [Developmental Studies Hybridoma Bank, University of Iowa (DSHB), 1:50], MyoD (BD Pharmingen, #554130, 1:50) or myogenin (DSHB, #F50, 1:50) overnight and subsequently labeled with secondary antibody goat anti-mouse IgG1 conjugated to Alexa Fluor 488 (Invitrogen, #A21121, 1:1000) at room temperature (RT). The nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI). Muscle fiber cross-sectional area measurements were made on H&E-stained sections using ImageJ software (Schneider et al., 2012). At least three random fields were imaged, each myofiber fiber was outlined, and the cross-sectional area was measured using the ImageJ area measurement tool. On average, 100 fibers were measured per field. For fiber number measurements, the total number of muscle fibers, at the point of widest girth, were counted in the EDL and soleus muscles. Muscles were serially sectioned at the point of widest girth to a thickness of 8 µm. For each muscle, the total number of muscle fibers were counted using ImageJ in three sections, ∼200 µm apart.

### Primary myoblast culturing and immunofluorescent labeling

Primary myoblast cultures were established from the limb muscles of 3- to 5-day-old neonatal mice (Rando and Blau, 1994). Primary myoblasts were grown on collagen-coated plates in growth medium (GM) consisting of Ham's F-10 (Gibco) supplemented with 20% non-heat inactivated fetal bovine serum (Invitrogen), penicillin/streptomycin (100 U/ml) and 2.5 ng/ml fibroblast growth factor (Roche, #111231490001). All experiments were carried out on cultures at a passage number of ∼8-9. DNA sequencing was carried out on myoblasts used in experiments to verify *Hras* status. Myoblasts were induced to differentiate by changing the medium to DM, consisting of Dulbecco's modified Eagle medium (Gibco) containing 5% horse serum and penicillin/streptomycin (100 U/ml). For immunofluorescent labeling of primary myoblast cultures, dishes were rinsed with PBS and fixed in 100% methanol for 30 min at −20° C and 70% ethanol for 5 min at RT. Dishes were labeled with anti-MyHC primary antibody MF20 (DSHB, 1:1000) and secondary antibody goat anti-mouse IgG conjugated to Alexa Fluor 488 (Invitrogen, #A11011, 1:1000).

### Western blot analysis

Gastrocnemius muscle samples were dissected and snap frozen in liquid nitrogen. Approximately 2-5 mg of skeletal muscle was homogenized in lysis buffer consisting of 20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM Na_2_EDTA, 1 mM EGTA, 1% Triton X-100, 2.5 mM sodium pyrophosphate, 1 mM beta-glycerophosphate, 1 mM Na_3_VO_4_, 10 μg/ml leupeptin and phosphatase inhibitor cocktail PhosSTOP (Roche, #11836153001). The lysates were cleared by centrifugation and soluble protein quantified using a Bradford assay. Polyacrylamide gel electrophoresis was carried out on 5 µg protein using a NuPAGE Novex 4-12% Bis-Tris gradient gel (Invitrogen) and transferred to PVDF membrane. Western blot antibody hybridization was carried out using standard protocols and visualized using enhanced chemiluminescent detection reagent (Pierce, #32109). Primary antibodies used to assess intracellular signaling levels were from Cell Signaling Technology (Danvers, MA, USA) and included anti-phosphorylated-p44/42 (p-ERK1/2, #9101, 1:1000), anti-p44/42 (total ERK1/2; #9102, 1:1000), anti-pAKT (Ser473; #4060S, 1:500), anti-total AKT (#9272, 1:1000), anti-p38 (#4511, 1:500), anti-total p38 (#9212, 1:1000), anti-pS6 (#4858, 1:1000), anti-total S6 (#2217, 1:1000), anti-Sprouty1 (#13013, 1:2500) and anti-Sprouty2 (#14954, 1:1000). Additional antibodies used included anti-DUSP1 (Santa Cruz Biotechnology, #sc-1199, 1:500), anti-DUSP4 (Santa Cruz Biotechnology, #sc-10797, 1:500), anti-DUSP6 (Abcam, #ab76310, 1:1000), anti-pMef2c (Abcam, #ab78888, 1:1000), anti-total Mef2c (Abcam, #ab64644, 1:1000) and anti-GAPDH (Ambion, #AM4300, 1:100,000). Western blot hybridizations were quantified using ImageJ Gel Analyzer Tool (Schneider et al., 2012).

### RNAseq and analysis

Gastrocnemius muscle from 21-day-old *Hras^G12V^* and their respective WT littermates was dissected and immediately frozen in liquid nitrogen. mRNA was extracted using an RNeasy Universal Kit (Qiagen) and quality was assessed using a Bioanalyzer RNA 6000 Nano (Agilent Technologies). Libraries for RNAseq were prepared using a KAPA Stranded mRNA-Seq Kit (Roche). RNAseq was carried out using an Illumina HiSeq3000 sequencer (Illumina, San Diego, CA, USA) to ∼50×10^6^ single ends, 50 bp reads per sample. Analysis of the RNAseq data was performed using a TopHat-Cufflinks pipeline (Trapnell et al., 2012). In brief, sequence read alignment/mapping was done with TopHat. Expression analysis consisting of transcript assembly, estimate of transcript abundance/expression, normalization and differential expression analysis was performed using Cufflinks. Normalized fragments per kilobase of transcript per million mapped read (FPKM) values (Cuffnorm output) were imported into GeneSpring GX (Agilent Technologies) for the initial filtering of the data (e.g. removal of entities having negligible or no expression in all samples), to perform statistical testing of differential expression (e.g. mutant versus WT, unpaired Student's *t*-test, false discovery rate-corrected *P*-value<0.05, ±1.5-fold change cut-off), hierarchical clustering and results visualization of volcano plot and heat map. Gene enrichment analysis on the resulting differentially expressed gene lists was carried out using Database for Annotation, Visualization and Integrated Discovery (DAVID; v6.8, https://david.ncifcrf.gov/tools.jsp) with *P*-values calculated using Fisher's exact test to measure the gene enrichment in annotation terms. In addition, GSEA was also used as a comparison tool to analyze gene sets that have been significantly enriched or depleted in the mutant as compared to the WT (Subramanian et al., 2005). GSEA was performed using the filtered, normalized FPKM data and gene sets from the Molecular Signatures Database (Liberzon et al., 2015).

### *In vitro* and *in vivo* inhibitor experiments

Two signal transduction pathway inhibitors were used in this study. PD0325901 (Pfizer; a kind gift from Martin McMahon, Huntsman Cancer Institute, University of Utah, Salt Lake City, UT, USA) is a selective and non ATP-competitive MEKi, and GDC-0941 (a kind gift from Genentech) is a highly selective class I PI3Ki specific for p110α and p110β subunits (Folkes et al., 2008). For *in vitro* primary myoblast culture inhibitor experiments, 1 µM final concentration of MEKi PD0325901 or PI3Ki GDC-0941 was added to low-serum DM until cells were harvested. For *in vivo* inhibitor treatment, 3-month-old *Hras^G12V^* and 3-month-old WT littermates were administered either MEK inhibitor at 12.5 mg/kg (Trejo et al., 2012) or PI3K inhibitor at 75 mg/kg once a day (Folkes et al., 2008) for 28 days by oral gavage. Control mice were given vehicle only. Each study arm had five mice per group, except for the PI3Ki arm, which had three mice. The inhibitor compounds were formulated in 0.5% (w/v) hydroxypropyl methyl cellulose, which also served as the vehicle (Sigma-Aldrich).

### Statistical analysis

Statistical analysis comparing two means was performed using unpaired Student's *t*-test. Statistical analysis of multiple means was performed by one-way analysis of variance (ANOVA). The *P*-values were calculated and statistical significance evaluated, as indicated as *P*-values less than 0.05. The graph bars represent the sample mean±s.e.m. The sample size number (*n*) is indicated for each experiment in the figure legends. GO and KEGG analysis *P*-values were calculated using Fisher's exact test.

## Supplementary Material

Supplementary information

# Supplementary material for: MEK-inhibitor-mediated rescue of skeletal myopathy caused by activating Hras mutation in a Costello syndrome mouse model
**Source:** Dis Model Mech. 2021 Nov 19;15(2):dmm049166. doi: 10.1242/dmm.049166
**Supplement:** Supplementary information

Supplemental Figure 1

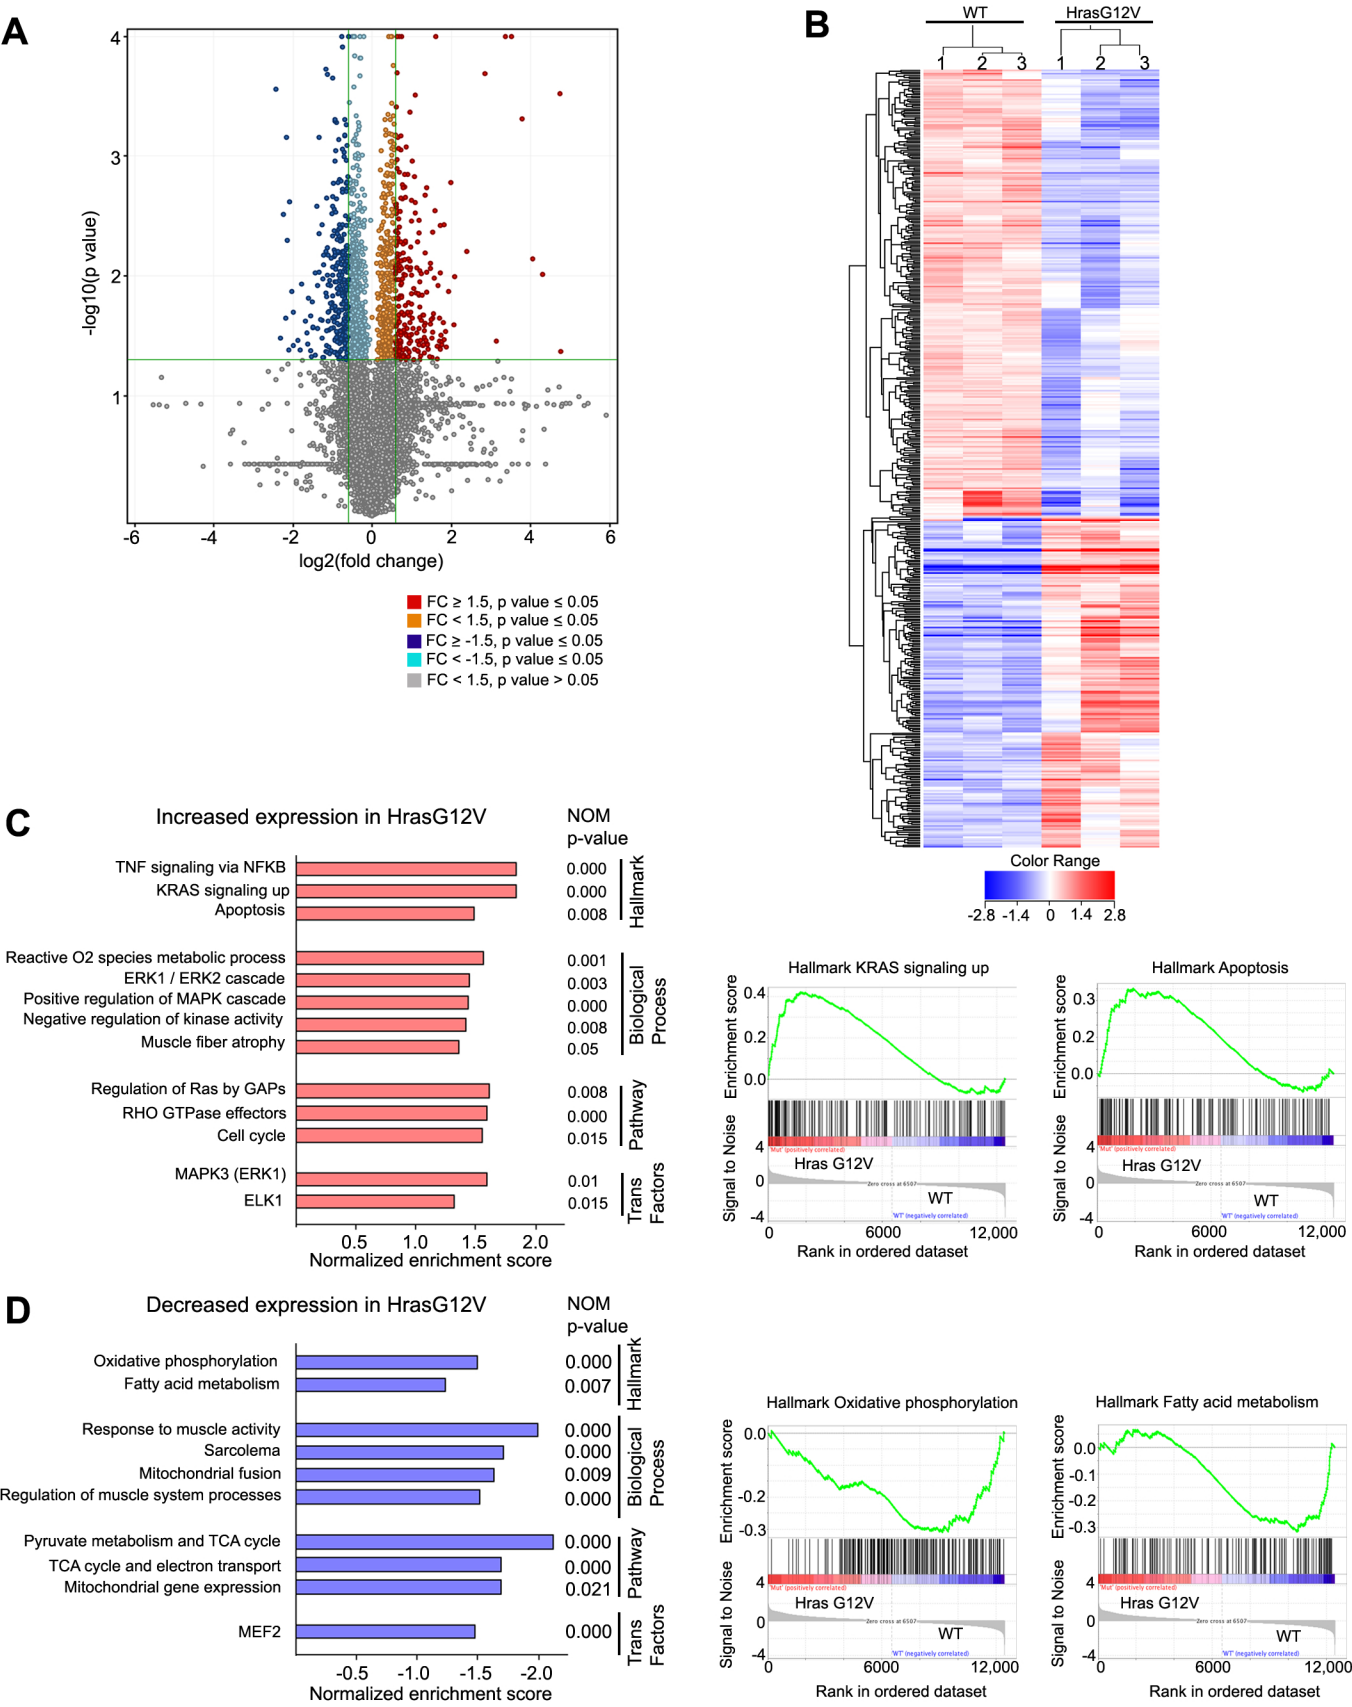

**Fig. S1. Global alteration in transcription between CS mutant and WT skeletal muscle. (A)**

Volcano plot of the adjusted p-value ( $-\log p\text{-value}$ ) versus  $\log_2$  fold-change of differentially expressed genes in gastrocnemius muscle from 21-day-old *Hras*<sup>G12V</sup> and WT. The cut off of  $\pm 1.5$  fold-change (vertical green lines) and p-value of 0.05 (horizontal green line) are indicated. Genes with a p-value of  $>0.05$  are shown in gray. Genes with a statistically significant increase in expression (p-value  $\leq 0.05$ ) with a fold-change of  $\geq 1.5$  are shown in red and those with  $< 1.5$  fold-change are shown in orange. Genes with a statistically significant decrease in expression (p-value  $\leq 0.05$ ) with a fold-change  $\geq 1.5$  are shown in blue and those with  $< 1.5$  fold-change are shown in light blue. (B) Shown is the heatmap of differentially expressed genes with a fold-change of  $\geq 1.5$  and p-value of  $\leq 0.05$  by an unpaired t-test (n=3). The three columns on the left of the heatmap indicate WT samples (WT) and the right three columns indicate *Hras*<sup>G12V</sup> samples. Hierarchical clustering reflecting the similarity of expressed genes and samples are indicated by dendrograms on the left and top of the heatmap, respectively. The pattern of differentially expressed genes clearly distinguishes the *Hras*<sup>G12V</sup> from WT muscle. Z-scores are used to color the map and indicate the number of standard deviations for the expression level above or below the mean (which is set to zero). Blue indicates negative and red indicates positive relative gene expression. (C, D) Gene Set Enrichment Analysis (GSEA) was performed on the normalized Fragments per Kilobase of transcript per Million mapped reads (FPKM) expression data, using the Molecular Signatures Database (MSigDB) gene sets. The MSigDB gene set collections examined included Hallmark, Curated (canonical pathways), Regulatory (transcription factor targets) and Gene Ontology. GSEA on the FPKM expression data revealed a similar pattern of differential gene expression between *Hras*<sup>G12V</sup> and WT when compared to GO and KEGG analyses on differentially expressed genes with a p-value  $\leq 0.05$  and

a fold-change of  $\geq 1.5$ . (C) Relevant gene sets with significantly increased relative expression in the Hras<sup>G12V</sup> muscle by GSEA are shown. Numerous genes sets are indicative of increased Ras/MAPK pathway activity including KRAS signaling up, ERK1/2 cascade, positive regulation of MAPK cascade, regulation of Ras by GAPs and both ERK1 and ELK1 transcription factor targets. Moreover, gene sets for apoptosis, cell cycle, reactive oxygen species metabolism and muscle fiber atrophy showed increased expression corroborating our GO analysis that was limited to differentially expressed genes with a p-value  $\leq 0.05$  and a fold-change of  $\geq 1.5$ . 

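The gene sets of Fig. S1C were not analysed here. Instead, a list of 10 genes transcribed in response to ERK signaling, fixed in advance, was tested in the same libraries. Its median log2 fold change was 0.18, with 7 genes higher and 3 lower in *Hras G12V* muscle (limma camera adjusted p = 0.128, fry adjusted p = 0.115). The members ran from -0.79 (*Epha4*) to 1.58 (*Etv5*). *Etv5* was at 26.6 ± 6.67 FPKM (SD, n = 3) in *Hras G12V* and 8.67 ± 0.363 (SD, n = 3) in WT muscle, a log2 fold change of 1.58 (standard error 0.21, limma adjusted p = 0.198). Those of *Dusp6* and *Spry2* were 0.04 (standard error 0.15) and 0.17 (standard error 0.13). *Dusp6* overlapped between the genotypes, whereas *Spry2* was at 10.6 to 11.6 FPKM in every *Hras G12V* mouse against 9.41 to 10.2 FPKM in WT mice, with an unadjusted limma p of 0.239. The Reactome set for ERK MAPK targets (15 genes) had a median of 0.04 (limma camera adjusted p = 0.981).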

Representative GSEA plots indicating increased KRAS signaling up and apoptosis in Hras<sup>G12V</sup> muscle are shown. (D) Relevant gene sets with significantly decreased expression in the Hras<sup>G12V</sup> muscle by GSEA are shown. 

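Reactome sets of mitochondrial and muscle genes were tested with limma camera in the 6 gastrocnemius libraries. The set for pyruvate metabolism and the citric acid cycle (40 genes tested) had a median log2 fold change of -0.36, with 37 genes lower in *Hras G12V* muscle (limma camera adjusted p = 1.44e-04, fry adjusted p = 0.435). Its median was 0.25 above the WT mean in mouse 2276 and -0.68 and -0.70 from it in mice 2278 and 2279. With each mouse left out in turn its median log2 fold change ran from -0.73 to -0.16. The set for mitochondrial translation (87 genes tested) had a median of -0.02 (limma camera adjusted p = 0.618). In single mice the median of the mitochondrial translation set was 0.92 above the WT mean in mouse 2276 and -0.43 and -0.56 from it in mice 2278 and 2279. Its median log2 fold change was -0.50 without mouse 2276 and 0.23 without mouse 2279, both past 0.05. The set for striated muscle contraction (29 genes tested) had a median of 0.17 (limma camera adjusted p = 0.347). That median was carried by mouse 2276, at 0.77 over the WT mean against -0.23 and -0.07 in mice 2278 and 2279, and it ran from -0.26 to 0.36 with each mouse left out in turn.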

Several gene sets revealed decreased mitochondrial function consistent with GO analysis, including, oxidative phosphorylation, mitochondrial fusion, pyruvate/TCA metabolism, TCA/electron transport and mitochondrial gene expression. Likewise, gene sets for fatty acid metabolism, response to muscle activity and muscle processes were also decreased. Targets of the transcription factor MEF2 were decreased which is consistent with our finding that MEF2 showed decreased phosphorylation in Hras<sup>G12V</sup> muscle. Also shown are representative GSEA plots reflecting significantly decreased oxidative phosphorylation and fatty acid metabolism in the Hras<sup>G12V</sup> gastrocnemius muscle.

## Supplemental Figure 2

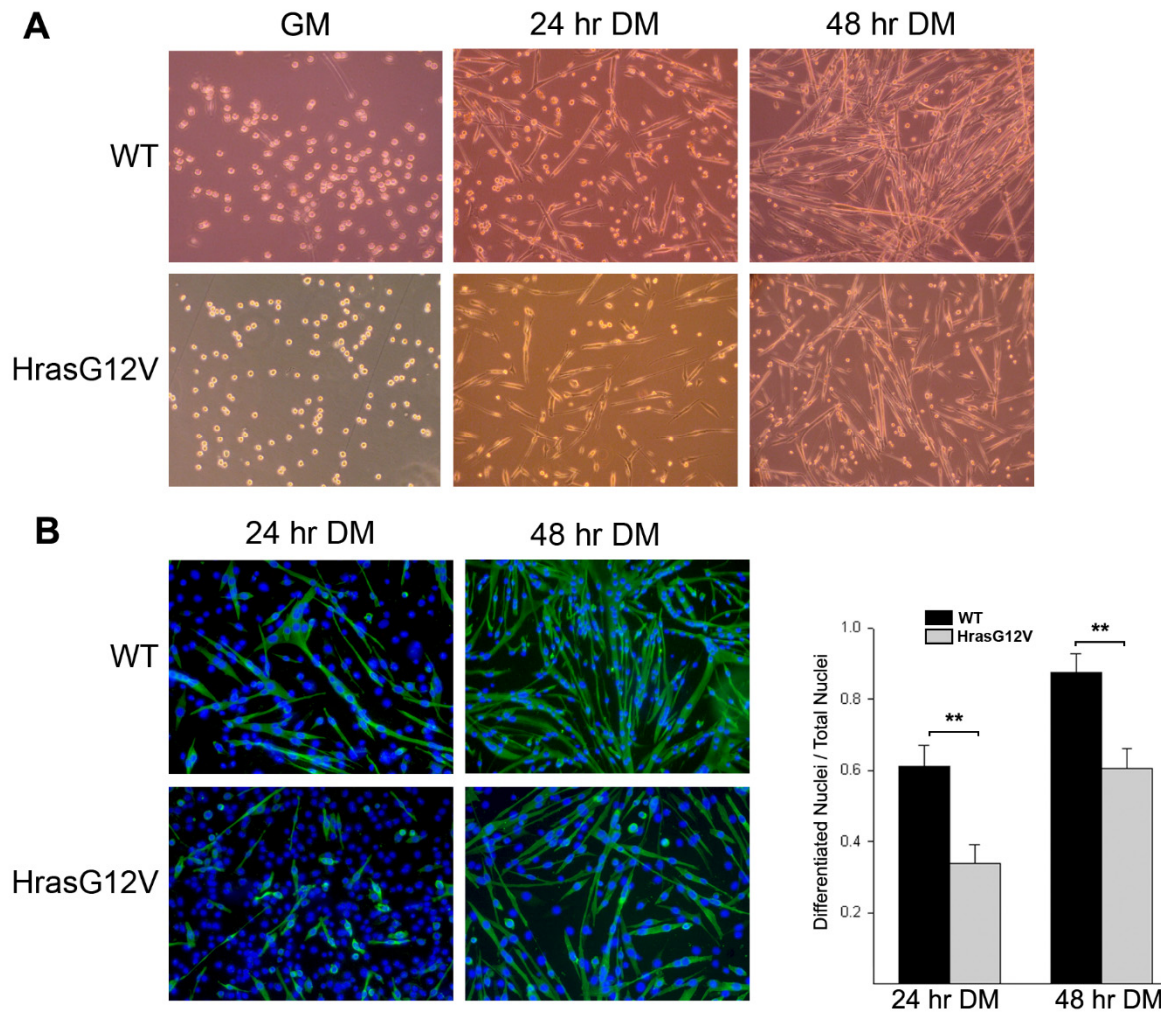

**Fig. S2. Primary myoblast cultures from *Hras*<sup>G12V</sup> and WT mice.** (A) Phase contrast images of representative primary myoblasts grown in Growth Media (GM) then switched to Differentiation Media (DM; 10x magnification). Both *Hras*<sup>G12V</sup> and WT proliferating myoblasts were cultured in GM then switched to low serum DM. At 24 hours in DM, WT myoblasts began to fuse and form myotubes, however *Hras*<sup>G12V</sup> myoblasts had formed fewer myotubes. At 48 hours in DM, the WT myoblast culture showed extensive myotube formation with elongated, swirling

myotubes. In contrast, the *Hras*<sup>G12V</sup> myoblast cultures demonstrated a stark phenotypic difference with fewer elongated myotubes. (B) Immunofluorescent labeling using an antibody to MyHC distinguished differentiated muscle fibers (MyHC positive, green) and undifferentiated myoblasts which are MyHC negative. Nuclei were counter-stained with DAPI (blue) and images were merged (10x magnification). At 24 and 48 hours in DM, *Hras*<sup>G12V</sup> myoblast cultures had significantly fewer nuclei in MyHC positive cells compared to WT (n=5; p <0.01). The bars represent the mean +/- SEM, (\*\*) = p<0.01.

## Supplemental Figure 3

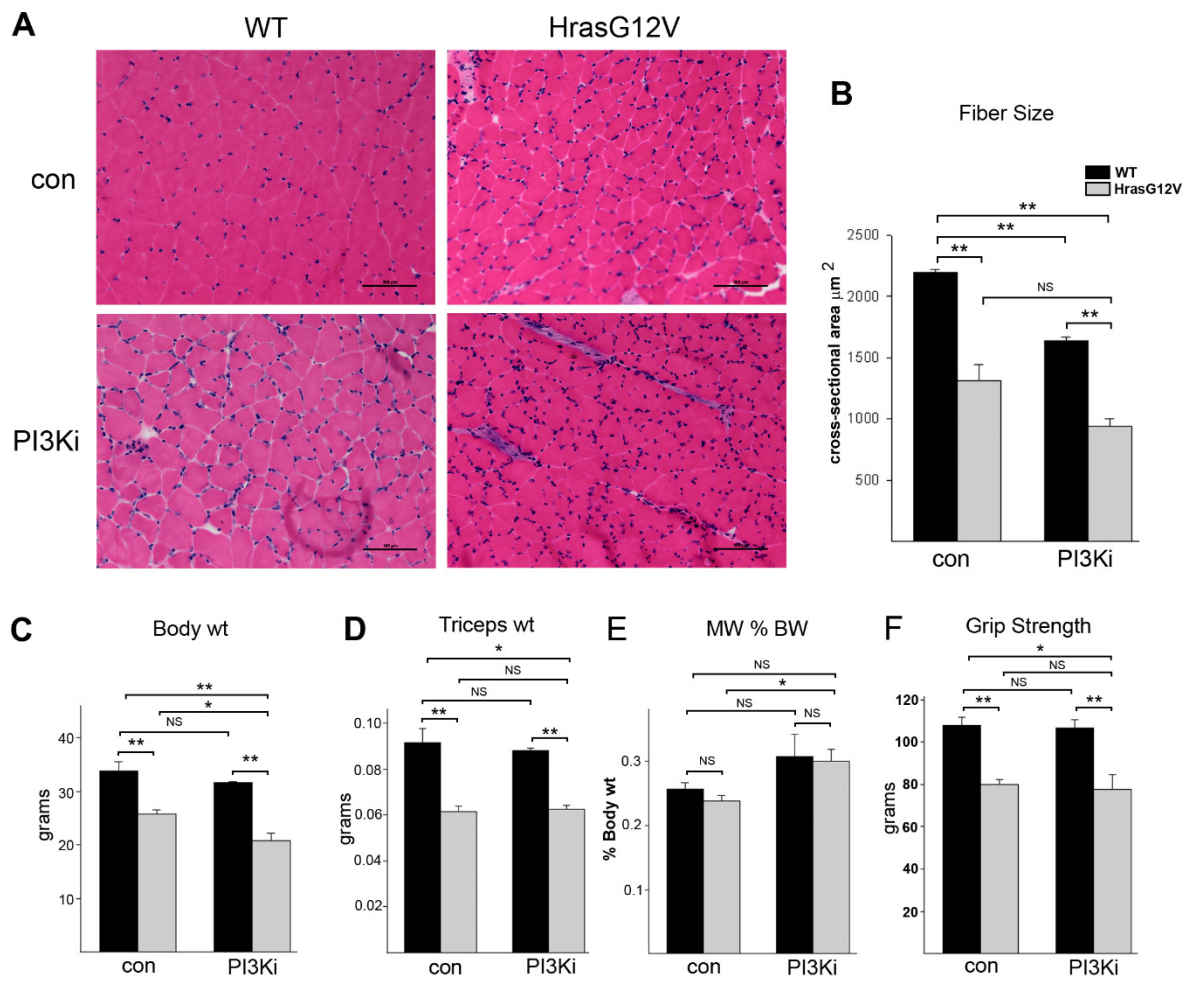

**Fig. S3. *In vivo* treatment of *Hras*<sup>G12V</sup> mice with PI3K inhibitor (PI3Ki) GDC0941.** WT mice and *Hras*<sup>G12V</sup> were administered either PI3Ki or vehicle, control (con) for 28 days. (A) H&E stained gastrocnemius muscle from adult *Hras*<sup>G12V</sup> and WT mice treated with PI3Ki or vehicle control (con) showed no phenotypic improvement in the mutant muscle (20x magnification, scale bar = 100  $\mu\text{m}$ ). (B) Comparison of gastrocnemius myofiber cross-sectional area between *Hras*<sup>G12V</sup> and WT mice treated with PI3Ki or vehicle control (con) showed that treatment with PI3Ki resulted in a significant decrease in the *Hras*<sup>G12V</sup> gastrocnemius muscle fiber

cross-sectional area compared to both WT con and WT PI3Ki treated mice (n=3, p<0.01). There was also a significant decrease in muscle fiber cross-sectional area between the WT PI3Ki treated compared to WT untreated (con) mice (n=3, p<0.01). Comparison of (C) body weight, (D) dissected triceps muscle weight, and (F) fore limb grip strength between PI3Ki treated and untreated WT and *Hras*<sup>G12V</sup> control (con) mice also showed no improvement in the myopathic phenotype in the mutant mice after treatment. (C) Treatment with PI3Ki resulted in a significant decrease in body weight of both WT (n=3, p<0.01) and *Hras*<sup>G12V</sup> (n=3, p<0.05) mice compared to vehicle treated (con) mice. (D) There was no significant difference in triceps weight between *Hras*<sup>G12V</sup> treated and *Hras*<sup>G12V</sup> untreated (con) mice (n=3, p=0.81). (E) The percentage of total body weight of the triceps muscle (MW % BW) showed an increase in the *Hras*<sup>G12V</sup> mice compared to the untreated *Hras*<sup>G12V</sup> mice probably resulting from the overall decrease in body weight in the treated mice (n=3, P<0.05). (F) There was no significant difference in grip strength between *Hras*<sup>G12V</sup> treated and *Hras*<sup>G12V</sup> untreated (con) mice (n=3, p=0.67). The bars represent the mean +/- SEM, (\*) = p<0.05, (\*\*) = p<0.01, (NS) not significant.

**Table S1.** The 207 relatively increased gene transcripts which have a positive fold change greater than 1.5 (FC > 1.5) and p-value less than or equal to 0.05 ( $p \leq 0.05$ ) for *Hras*<sup>G12V</sup> / WT (n=3).

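Table S1 gives, for each transcript, a linear fold change of *Hras G12V* over WT muscle and a p-value. Its folds and p-values can be computed from the FPKM values by setting every FPKM under 1 to 1, taking log2 and comparing the 3 mice of each genotype gene by gene in an unpaired test without moderation, a setting found after the table was compared with the files. Of the 474 entries of Tables S1 and S2 whose symbols match the files, 473 then have the same fold within 1% and 470 the same p within 2%. Under this setting 1198 genes had an unadjusted p below 0.05, of which 207 were at least 1.5-fold higher and 279 at least 1.5-fold lower in *Hras G12V* muscle, and 1 gene had a Benjamini-Hochberg adjusted p below 0.05. With FPKM under 1 set to 1, changes of weakly expressed genes shrink. The fold of *Ucp1* is 8.49 with this floor and 19.9 on the log2(FPKM + 0.1) scale, and that of *S100a8* is 18.4 against 27.3.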

**Table S2.** The 280 relatively decreased gene transcripts which have a positive fold change greater than 1.5 (FC > 1.5) and p-value less than or equal to 0.05 ( $p \leq 0.05$ ) for *Hras*<sup>G12V</sup> / WT (n=3).

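The copy of Table S2 used here holds 279 of its 280 entries, so no test of overlap or enrichment was run on it, and counts of genes inside or outside Tables S1 and S2 refer to the entries held here. Of the 486 entries held for both tables, 12 carry symbols that the files do not list. Fold changes in Table S2 are given as negative numbers, so that a fold of -2.01 for *Mstn* is a level in *Hras G12V* muscle of 1 part in 2.01 of that in WT muscle. Genes with longer transcripts are more frequent among lower genes: the median transcript length in GENCODE vM21 was 4301 bases for the 414 genes lower in *Hras G12V* muscle, 2174.5 bases for the 538 higher genes and 3266 bases for all genes tested. After the trend of each library over transcript length was removed, 323 genes were lower and 501 higher at an unadjusted limma p below 0.05 and 1.5-fold.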

How the deposited data were processed for this re-analysis (not part of the article)

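Gastrocnemius muscle of 3 *Hras G12V* and 3 WT littermate mice, 21 days old, was sequenced in 1 library per mouse. Genotype groups and mouse numbers came from the sample labels, and the group sizes match the paper's. The labels give no sex, litter or batch of the mice. They give the WT mice as Hras+/+, whereas the paper's methods describe WT mice as Cre-negative carriers of the floxed *Hras flG12V* allele. According to the methods only the *Hras G12V* mice carried Cre, so an effect of Cre cannot be told apart from that of the genotype. The methods name a stranded mRNA library kit, single-end reads, TopHat, Cufflinks and Cuffnorm. Before depositing the files the authors had converted reads to FPKM per gene with Cuffnorm, and the values used here are those FPKM, 1 value per gene symbol and library for 23997 symbols. Tool versions, genome build and annotation are not given in the sources used here. Cuffnorm scales libraries to each other, so the FPKM totals of 413020 to 814013 per library are not depths. The low values were checked for steps of whole reads. In pairs of libraries the fullest interval of the ratios of low values held 2.95% to 20.9% of the genes, so no whole reads could be recovered, and no count model was used. The precision of single FPKM is therefore known only from the spread between mice.

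From these values log2(FPKM + 0.1) was computed, and 13359 genes with a mean FPKM of at least 0.5 over the 6 libraries were kept. Genotypes were compared with limma 3.58.1 in R 4.3.3 (empirical Bayes with a trend over abundance), with Benjamini-Hochberg adjustment, limits of 0.05 for p and of 1.5 for the fold change, and no covariate. The paper's methods name an unpaired test with a false discovery rate correction, while its tables give p without saying which, so both unadjusted and adjusted counts were made. Gene lists written by hand for the pathways, cell types and tissues named in the text, with sets from Reactome taken from fgsea 1.28.0, were tested with limma's camera at a preset correlation of 0.01, and with fry and camera at an estimated correlation as alternatives, adjusted over 36 lists and sets. The B cell, T cell and lymph node stroma lists, and the prediction on lymphoid tissue, were written after the genes had been fitted and *Glycam1* had been seen to differ between the HrasG12V mice, before the B cell and T cell genes were looked up. These lists were described without a test. Lists that the study chose on these libraries (Table 1) got counts and medians only. Distances between mice (1 minus Pearson's r) were compared over the 10 splits of 6 mice into 3 and 3 in an exact permutation test.

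Genes named here are those the paper names for these data, the highest and lowest members of the lists, and the 5 highest and 5 lowest log2 fold changes among genes past the adjusted p with a mean of at least 1 FPKM and no overlap between genotypes, filled up from genes past the unadjusted p. The paper's tables, which come from these libraries, had been seen when this rule was written. Lists fixed before the data were examined may therefore not be independent of those tables. *Cd79a*, *Cd3e*, *Glycam1*, *Ngp*, *Mki67* and the muscle genes listed at 0 were chosen after their values were seen.

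Alternatives were pseudocounts of 1 and 0.01, no filter and 2 other filters, quantile normalization, median centring, rescaling to the same total, no moderation, robust moderation, array weights, removal of each library's trend over transcript length, a Y linked covariate and leaving out each mouse. A floor of 1 FPKM without moderation and a lymphocyte covariate were added after the data were seen. Transcript lengths, GC content and the positions of genes came from GENCODE vM21 on GRCm38, in which 23840 symbols were found, 1340 of them by a synonym, and 99.3% of the genes tested had a length. No coordinates of the authors' files were used.

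The comparison was tested on simulated data with the means and spread of the 13359 genes and 200 changed genes. In 5 runs 165 to 178 of the 200 had an unadjusted p below 0.05, and at most 5.46% of the unchanged genes did. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The gene set collections behind Fig. S1C and D and the functional annotation behind Table 2 were not analysed here, nor were mitochondrially encoded genes. The copy of Table S2 held 279 of 280 entries and was used only to match single genes. Results for 2 genes and 1 set are not reported here.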

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

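The genes and lists weighed here lay above the level in the WT mice and are, apart from single members such as *Chrna1*, not discussed in the paper. The tests of mouse 2276 alone for the B cell, MHC class I and proliferation genes, the tests of oxidative phosphorylation and slow fiber genes, and the lymphocyte covariate were chosen only after the results they bear on were seen.

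Transcripts of lymphocytes, which the paper does not discuss, were far more abundant in 2 of the 6 libraries than in the other 4. The 12 B cell genes had a median log2 fold change of 3.51 and the 14 T cell genes one of 3.11, and 6 genes of lymph node stroma had 3.48. All B cell genes and all T cell genes were above every WT mouse in mice 2278 and 2279, with medians of 5.23 and 4.97 (B cell) and 4.51 and 4.98 (T cell) over the WT mean on the log2 scale. In mouse 2276 the medians were -0.24 and 0.09, with 3 of the 12 B cell and 5 of the 14 T cell genes above every WT mouse. *Glycam1*, a gene of the high endothelial venules of lymph nodes, was at 192 and 294 FPKM in mice 2278 and 2279, 0.186 FPKM in mouse 2276 and 0.0537 to 0.242 FPKM in WT mice. None of the B and T cell genes reached a mean of 1 FPKM in WT muscle, and none is in Tables S1 and S2 as held here. Of the stroma genes, 2 reached that mean. A candidate explanation is that lymph node tissue was taken with the muscle of mice 2278 and 2279, since stroma genes rose there together with the B cell genes (3.51). Of the 6 stroma genes 1 is also in the B cell list, so the rise of the stroma list is not fully independent of it. An infiltration of the muscle with lymphoid structure was not tested and stays open, as does an effect of the genotype seen in some mice.

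Lymphoid tissue also bears on the increased signaling genes of Table 1, several of which leukocytes transcribe. The B cell median of 3.51 is what lymphoid tissue would give. The B cell median of -0.24 in mouse 2276 argues against it as the source of the values in that mouse, where the medians were smaller, 0.67 for Ras/MAPK against 1.18 and 1.35 in mice 2278 and 2279. Table 1 was selected on these 6 libraries, mouse 2276 included, so that its increased genes lie above every WT mouse there is largely fixed by the selection. Whether they rise in that mouse beyond this was not tested.

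Transcripts of MHC class I genes, which the paper does not discuss as a group, had a median log2 fold change of 1.34, with 12 of 12 genes higher in *Hras G12V* muscle (limma camera adjusted p = 1.07e-10, fry adjusted p = 0.0639). Of the 12 genes, 8 are in Table S1 or S2 and 11 reached 1 FPKM in WT muscle. Most lie in the MHC on chromosome 17, where a strain haplotype that differs between the groups could raise them together. The 3 members on other chromosomes (*B2m*, *Psmb10* and *Nlrc5*) were also higher, with a median of 0.85 and an overlap between the genotypes for 1 of them, which argues against a haplotype as the whole explanation. Lymphoid tissue may contribute, since the list lay 1.48 and 1.45 above the WT mean in mice 2278 and 2279 and 0.49 above it in mouse 2276.

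Neutrophil transcripts other than those in Tables S1 and S2 had a median log2 fold change of 2.57 over 8 genes. Over all 11 neutrophil genes tested, the median log2 difference from the WT mean was 4.24, 3.30 and 0.59 in mice 2278, 2279 and 2276. Neutrophils or marrow in the samples may therefore account for part of the increase of *S100a8* and *S100a9*. *Ngp* was at 9.42 and 4.60 FPKM in mice 2278 and 2279, 0.415 FPKM in mouse 2276 and 0.0304 to 0.103 FPKM in WT mice. Of the 11 neutrophil genes tested, 3 reached 1 FPKM in WT muscle. More blood in the samples cannot be told apart from no change, because the 5 globin genes had a median of 0.73 but overlapped between the genotypes in all 5 cases. Inflammation of the muscle was not tested.

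Genes of the nuclei under the neuromuscular junction had a median log2 fold change of 0.78. They rose in mouse 2276 (median 1.06) as in mice 2278 and 2279 (0.64 and 0.72), so neither lymphoid tissue nor the transcript length trend (0.89 after its removal) accounts for it. The largest changes were *Chrna1*, which the paper discusses, and *Chrne*. Of the 14 genes 7 are in Tables S1 and S2, and the other 7 had a median of 0.23. The list of 9 denervation genes had a median of 0.12, with 6 higher and 3 lower. Its medians were 0.20, -0.12 and -0.02 over the WT mean in mice 2276, 2278 and 2279. Its highest member, *Ncam1*, was at 0.77, against 2.81 for *Chrna1*. This argues against a denervation response of the whole list as the source of the rise, while a partial response stays open. A larger share of synaptic regions in the muscle pieces was not tested.

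*Kcne1l* and *4930544D05Rik*, which the paper does not discuss, rose by log2 fold changes of 4.76 and 3.50. Their FPKM were 570.4, 234 and 344 for *Kcne1l* and 74.3, 29.5 and 38.7 for *4930544D05Rik* in mice 2276, 2278 and 2279. In WT mice *Kcne1l* was at 8.66 to 20.7 and *4930544D05Rik* at 3.69 to 3.88 FPKM. After the transcript length trend was removed the values were 4.68 and 3.37, and with the lymphocyte covariate they were 5.42 and 4.27, which argues against either as the whole source. Whether FPKM of these entries include reads of overlapping genes was not tested.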

How the results depend on the processing

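The setting with FPKM under 1 set to 1 and no moderation and the lymphocyte covariate were chosen after the data were seen. The others were chosen before the data were examined. No paired analysis was possible because the groups share no replicate numbers.

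Over all alternatives together, the values of 40 genes, those of the paper's text and the 10 picked by rule, kept their direction and their side of an unadjusted p of 0.05 in 777 cases, no longer passed it in 45, came to pass it in 10 and were reversed in 8. For the lists and sets, 706 cases were counted as unchanged, 56 as no longer passing an adjusted p of 0.05, 19 as coming to pass it and 11 as reversed. These counts do not cover every change of sign of a median. Without mouse 2278, 1 case was counted as reversed. The medians of oxidative phosphorylation (0.10) and of the citric acid cycle and electron transport set (0.02) both turned positive there. The separation of the genotypes kept its sign under every alternative run for it, from 0.00426 to 0.0752. It was no longer the largest of the 10 without WT mouse 2277, 2280 or 2281, where 2 of the 10 were as large. The 10 ways to divide the 6 mice put no p below 0.1, so these p-values say nothing on stability.

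With a pseudocount of 1, 5 genes passed both the adjusted p and the 1.5-fold limit in place of 8. Without moderation 1 gene did, and 292 genes were higher at an unadjusted p below 0.05. With that setting 304 genes were lower, so the share of higher genes was 49.0% against 56.5%. Rescaling each library to the same total FPKM left 712 genes with an unadjusted p below 0.05, of which 291 were higher and 248 lower by at least 1.5-fold. Array weights gave 572 genes past the adjusted p, 567 of them also past the fold limit, 3042 past the unadjusted p, 1053 higher and 816 lower. With array weights the log2 fold change of *Trim63* was -8e-04 and the median of the Reactome apoptosis set -0.0020. Removing the transcript length trend turned *Fbxo32* to 0.0777. The cause was not tested.

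Of 36 lists and sets, 20 passed an adjusted p of 0.05 with camera at a preset correlation, 3 with fry and 0 with camera at an estimated correlation. The 3 under fry were the neuromuscular junction, opposite-phase clock and core apoptosis lists.

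With FPKM under 1 set to 1 and no moderation, 1 gene passed the adjusted p and 207 were higher. The lymphocyte covariate gave 3226, 5508, 2329 and 1926 genes past the adjusted p and fold, past the unadjusted p, higher and lower, and 9 of the lists and sets passed. It takes up most of the difference of mice 2278 and 2279 from the WT mice, so that the genotype term rests on mouse 2276. In that fit *Hras* was at 0.54, oxidative phosphorylation at 1.07, glycolysis at 0.24, fatty acid oxidation at 0.16, Schwann cell genes at -0.18, and the Reactome sets for mitochondrial translation at 0.93, pyruvate and the citric acid cycle at 0.25, and the citric acid cycle and electron transport at 0.81, all reversed.

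Leaving out each mouse in turn gave from 7 (without WT mouse 2277) to 1165 (without mouse 2276) genes past both limits. Genes past the unadjusted p ran from 606 (without WT mouse 2281) to 3979 (without mouse 2276), higher genes from 274 to 1154 and lower genes from 263 to 987, with the extremes in the same mice. The share of higher genes was 43.7% and 45.6% without mice 2278 and 2279. Log2 fold changes ran from -0.97 to 0.64 for *Fbxo32*, from -0.92 to 0.0104 for *Hras* and from -0.10 to 0.45 for *Trim63*. Medians ran from -0.024 to 0.18 for the Reactome apoptosis set, from -0.79 to 0.0165 for the citric acid cycle and electron transport set and from -0.50 to 0.23 for mitochondrial translation. Fits without a mouse have fewer samples, yet the fit without mouse 2276 had the most genes past each limit. Of the 8 genes past both limits with all mice, all 8 were among the 1165 without mouse 2276, and 3 to 5 passed without each of the other mice.

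The other splits of the mice cannot exclude chance. Of 10 splits into 3 and 3, 2 gave at least as many genes past the unadjusted p, past it and higher, past it and lower, and past the adjusted p and fold, the genotypes included, and 3 against 3 cannot give a share under 0.1.

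Read counts are not among the values used here, so the depth sets no limit that can be computed. In simulated data of this size, with 100 genes changed 4-fold, 57 to 66 of them passed an adjusted p of 0.05. With this number of mice, 4-fold changes can therefore pass that limit where genes vary independently of each other. The simulation held no deviation shared by the genes of a library. It cannot tell whether the number of mice keeps smaller changes from passing.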

Differences from the paper's values

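One test here, on the p-values of the paper's tables, was chosen only after the result was seen.

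The paper gives 487 genes past its p and 1.5-fold limits, whereas 952 passed an unadjusted limma p of 0.05 and 1.5-fold here. Among the alternatives set before the data were examined, the values that no longer differ by more than 1.5 times were 539 with each library rescaled to the same total, 596 without moderation, and 578, 636 and 537 without WT mice 2277, 2280 and 2281. With the other pseudocounts, filters, scalings, weights and covariate, and without each *Hras G12V* mouse, the count stayed more than 1.5 times the paper's, from 733 to 2141.

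The paper's methods state a false discovery rate correction, and 8 genes were past the limma adjusted p and the fold limit here, against its 487. These limits may be unlike. With FPKM under 1 set to 1 and no moderation, 470 of the 474 matched entries of its tables have the p of an unadjusted test. Array weights, with 567 genes, were the only alternative of these within 1.5 times of 487, and the others gave 1 to 14 genes, except 1165 without mouse 2276.

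The paper's count of higher genes is 207, and 538 were higher here. It was 291 with each library rescaled to the same total, 292 without moderation, and 303 and 274 without WT mice 2277 and 2281, which are within 1.5 times. Under the others it was 355 to 1154.

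The text of the paper gives an 8-fold increase of *S100a8*, against 27.3-fold here, while the paper's Table S1 gives 18.37. With a pseudocount of 1 the fold was 12.84, without WT mouse 2281 it was 16.3 and without mouse 2278 it was 16.79, and these do not differ from 8 by the rule used, which asks for values more than 1.5 times apart and, unless a mouse is at 0, further apart than the SD of the mice on the log2 scale. Under the others it was 24.4 to 43.1.

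For *Ucp1* the paper's text gives 8.5-fold and its Table S1 8.49-fold, against 19.95-fold here. One WT mouse was at 0, so the SD was set aside and the rule rests on the 1.5 times alone, although the standard error was 1.22 on the log2 scale. With a pseudocount of 1 it was 7.01, without WT mouse 2281 8.60 and without mouse 2278 10.89, none of which differ from the paper's value by the rule used. Under the others it was 18.9 to 45.0.

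A setting chosen after seeing the values, FPKM under 1 set to 1 with an unpaired test of each gene and no moderation, reaches 207 higher and 279 lower genes, 18.37-fold for *S100a8* and 8.49-fold for *Ucp1*, and drops 1 of the 474 entries of Tables S1 and S2 that match the files (*Phf2*). Under it 1 gene had a Benjamini-Hochberg adjusted p below 0.05.

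The paper describes the mice of each genotype as sharing their alterations, with a heatmap of only the genes past its p and 1.5-fold limits. Over the 13359 genes tested here, Pearson's r between mouse 2276 and mice 2278 and 2279 was 0.844 and 0.852. Between mouse 2276 and the WT mice it was 0.893 to 0.903. All *Hras G12V* mice were on the same side of all WT mice for the 13 genes the paper's text lists as increased. The same held for 13 of the 14 it lists as decreased, all but *Col1a1*, which is not among the Table S2 entries held here. Such an order is expected of genes selected on these libraries. The paper states that gene sets for muscle processes were lower. Here 17 of the 29 genes of the Reactome striated muscle contraction set were higher, with a median log2 fold change of 0.17 (limma camera adjusted p = 0.347). That set is not one of the paper's, only mouse 2276 was higher (0.77 over the WT mean), mice 2278 and 2279 were at -0.23 and -0.07, in the direction the paper gives, and with single mice left out the median ran from -0.26 to 0.36.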

Other observations

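The tests of the oxidative phosphorylation and slow fiber genes, of abundant genes at 0, of the tables' p-values, and of the MHC class I and proliferation genes in mouse 2276, and the limits of 1 FPKM in the test of sex, were chosen only after the results were seen.

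Mouse 2276 had the largest sum of FPKM of the 6 libraries (814013). One scaling factor would shift all its genes alike, but its median log2 ratio to the other *Hras G12V* mice ran from -0.49 in the least abundant 2672 genes to 0.67 in the most abundant 2672, a difference of 1.16. A bias of that library by transcript length may account for part of it, since across genes the ratio had a Spearman correlation of -0.419 with transcript length (genes are not independent replicates). For the ratio to all other libraries the correlation with length was -0.461, against 0.169 to 0.279 for the other mice. The ratio to the other *Hras G12V* mice had a Spearman correlation of 0.309 with GC content. Degraded or differently fragmented RNA was not tested.

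Genes lower in *Hras G12V* muscle had longer transcripts than genes higher in it, and the log2 fold changes had a Spearman correlation of -0.287 with length across genes. After the length trend of each library was removed (correlation of -0.032), 323 genes were lower, 273 of them among the 414, which argues against length bias as the whole source of the 414. The others of the 414 no longer passed.

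The sexes of the mice are not given in the sources used here. *Xist* was at 26.6 FPKM in WT mouse 2277 and 13.2 FPKM in mouse 2276, and at most 0.404 FPKM in the other 4, so 1 mouse of each genotype had a female pattern. The 4 Y linked genes were under 1 FPKM in those mice and above it in the other 4. This argues against unequal sex of the groups as the source of the genes called, with 1 female pattern in each. Differences between the sexes within a genotype were not tested.

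The oxidative phosphorylation genes of mouse 2276 moved against those of mice 2278 and 2279. The length trend of the library does not account for all of it, because after its removal the median of mouse 2276 was still 0.36 over the WT mean and those of mice 2278 and 2279 were -0.66 and -0.69. A smaller share of muscle RNA in mice 2278 and 2279 cannot be told apart from no such change, because the Reactome striated muscle contraction genes had medians of -0.23 and -0.07 there with members on both sides of the WT mice, and their WT mean includes the low slow fiber genes of WT mouse 2281. A difference in fiber type, activity or RNA quality between the mice was not tested and stays open too.

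Slow fiber genes were low in WT mouse 2281. All 6 were under 0.1 of their level in both other WT mice, which argues against failed estimates of single genes. Their median was -6.07 on the log2 scale relative to the other WT mice, and fast fiber genes were at 0.40. *Myh7* was at 0.443 FPKM against 96.5 and 95.2, and *Myl2* at 3.42 against 397 and 410 FPKM. Fewer slow fibers in the piece of muscle taken may be the reason. This WT mouse raised the median log2 fold change of the fiber type list to 2.68 (limma camera adjusted p = 7.34e-04, fry adjusted p = 0.366), and without it the median was 0.65.

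Some abundant muscle genes were listed at 0. *Acta1* and *Myh4* were at 0 in all libraries, *Ckm* at 0 except for 7165 FPKM in mouse 2278, *Tnnt3* at 0 only in mouse 2276 and *Myh1* at 0 in WT mice 2277 and 2280. A muscle without *Ckm* beside one with 7165 FPKM indicates that these zeros may be failed estimates in the files, so values of 0 are not read as absence.

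The p-values of Tables S1 and S2 may be unadjusted p-values of an unpaired test on log2 values with FPKM under 1 set to 1. Of the entries matched to the files, 99.2% have both their fold within 1% and their p within 2% under that setting, and the largest p in the tables is 0.0500. Under it 1 gene had a Benjamini-Hochberg adjusted p below 0.05, which argues against adjusted p-values in these tables.

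The proliferation genes may include a share from lymphoid tissue or marrow, since they lay 0.30 over the WT mean in mouse 2276, against 1.67 and 0.82 in mice 2278 and 2279.

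Tendon genes were lower, with a median log2 fold change of -1.41 over the 11 genes outside Tables S1 and S2, 9 of which were lower. Over all 19 the median was -1.60, with 17 lower. *Tnmd* was at 9.75 to 32.8 FPKM in *Hras G12V* mice. All 19 tendon genes reached 1 FPKM in WT muscle, and 8 of them are in the tables. A smaller share of tendon in the *Hras G12V* samples is a candidate explanation for the decrease of *Comp* and the collagens. The level varied between WT mice too, with *Tnmd* at 34.3, 85.7 and 64.4 FPKM in mice 2277, 2280 and 2281. The most abundant tendon gene, *Col1a1*, was at 1175 FPKM in mouse 2278, within the WT range. Mouse 2276 was lowest, with a median of -2.32 from the WT mean, so the decrease did not follow the lymphocyte transcripts. Altered tendon in the genotype stays open and was not tested.

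The increase of *Ucp1* cannot be told apart from brown fat in the samples. The list of brown fat genes had a median of -0.094 with members of both signs. Of the 7 genes tested in that list, which includes *Ucp1*, 3 reached 1 FPKM in WT muscle. In mouse 2278, where *Ucp1* was highest, the list median was -0.16 from the WT mean, with 4 genes below all WT mice. In mouse 2276 it was 0.82 over the WT mean, with 4 genes above all WT mice. Clock genes of the phase opposite to the end of the light phase were lower, with a median of -0.41 and 6 of 6 lower (fry adjusted p = 0.0412 in limma). The time of dissection is not given in the sources used here and cannot be told apart from an effect of the genotype, and the genes of the other phase had a median of -0.04 (limma camera adjusted p = 0.347). The ERK output list had a median of 0.18 with members of both signs, which leaves open whether ERK output was higher at the transcript level.

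Lists of other cell types were tested with limma, with adjusted p-values over 36 lists and sets. Adipocyte genes (10 tested, all reaching 1 FPKM in WT muscle) had a median log2 fold change of 1.27 (camera adjusted p = 0.00170 in limma, fry adjusted p = 0.440), with mice 2278 and 2279 at 1.96 and 1.98 over the WT mean, mouse 2276 at 0.13 and WT mouse 2281 at -1.47. Schwann cell genes (10) had 0.82 (camera adjusted p = 1.06e-04 in limma, fry adjusted p = 0.374), with mice 2278 and 2279 at 1.09 and 1.37 over the WT mean and mouse 2276 at -0.17. Macrophage genes (13) had 0.49 (camera adjusted p = 0.00389 in limma), mostly from mouse 2278 at 0.85. Erythroid genes (9) had 0.81 (camera adjusted p = 1.66e-05 in limma, fry adjusted p = 0.1145), with mice 2276 and 2278 at 1.43 and 1.27 over the WT mean and mouse 2279 at -0.0055. Endothelial genes (15, of which 6 are in Tables S1 and S2) had -0.46 (camera adjusted p = 3.07e-06 in limma, fry adjusted p = 0.0530). The most abundant adipocyte gene, *Fabp4*, was at 395 to 678 FPKM in WT and 713 to 769 FPKM in *Hras G12V* mice, a smaller difference than the median of the list.

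Other lists and sets gave medians near 0 or calls that did not hold under fry. Myogenic factors had -0.20 (limma camera adjusted p = 0.618) and integrated stress genes -0.07 (limma camera adjusted p = 0.684). The 12 regulators related to the western blots had a median of 0.06, from -0.59 (*Dusp1*) to 0.74 (*Dusp4*), and both of these overlapped between the genotypes. *Spry1* was higher in every *Hras G12V* mouse than in every WT mouse, with a log2 fold change of 0.52 (limma adjusted p = 0.481). Its unadjusted limma p was below 0.05 with all mice and in 1 of the 6 sets of 5 mice. Reactome sets gave 0.40 for translation (limma camera adjusted p = 9.36e-08, fry adjusted p = 0.440), with mouse 2276 at 1.01 and mice 2278 and 2279 at 0.07 and 0.18, -0.26 for glucose metabolism (limma camera adjusted p = 0.146) and -0.06 for the circadian clock (limma camera adjusted p = 0.314).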
